# Dietary Polyunsaturated Fatty Acids Regulate Dendritic Cell Function via Nrf2-dependent Control of Ferroptosis

**DOI:** 10.21203/rs.3.rs-7983397/v1

**Published:** 2025-11-19

**Authors:** Deepika Awasthi, Erin K. McMinn, Camilla Salvagno, Sung-Min Hwang, Tito A. Sandoval, Chang-Suk Chae, Wiam A. M. Madani, Jacqueline Crater, Kaushik Sen, Daniel Min, Alexander Emmanuelli, Chen Tan, Andrew J. Dannenberg, Diana K. Morales, Evelyn Cantillo, Eloise Chapman-Davis, William Z. Zhang, Suzanne M. Cloonan, Juan R. Cubillos-Ruiz

## Abstract

Dendritic cells (DCs) orchestrate adaptive immune responses to pathogens and tumors, yet how dietary lipids influence DC metabolism and function remains largely unexplored. Here we show that dietary polyunsaturated fatty acids (PUFAs) govern DC activity via Nuclear factor erythroid 2–like 2 (Nrf2)–dependent control of ferroptosis. In mice, an n-6 PUFA–enriched diet suppressed DC Nrf2 signaling, depleted glutathione, and induced lipid peroxidation and ferroptosis, thereby compromising antigen presentation. By contrast, dietary n-3 PUFAs enhanced Nrf2 signaling and redox homeostasis, preserving DC integrity and T cell priming. Pharmacologic Nrf2 activation or ferroptosis inhibition restored the function of DCs from n-6 PUFA–fed mice. Notably, adoptive immunotherapy with DCs conditioned by a diet rich in n-3 PUFAs—but not n-6 PUFAs—elicited durable, T cell–dependent control of metastatic ovarian cancer. These findings identify dietary PUFAs as key modulators of the Nrf2–glutathione–ferroptosis axis in DCs and reveal a redox-sensitive metabolic checkpoint that can be leveraged to improve cancer immunotherapy.

## Introduction

Polyunsaturated fatty acids (PUFAs) are essential for maintaining cellular homeostasis^1^. They serve as structural components of cell membranes, regulate membrane fluidity, function as an energy source, and act as precursors for signaling molecules involved in inflammation and immune regulation^2^. Since mammals lack the enzymatic capability to introduce double bonds beyond carbon-9 in fatty acid chains^3,4^, humans must obtain n-3 and n-6 PUFAs from dietary sources. The n-3 family—comprising α-linolenic acid (ALA), eicosapentaenoic acid (EPA), and docosahexaenoic acid (DHA)—is found predominantly in flaxseed, walnuts, marine phytoplankton, and fatty fish such as mackerel, salmon, and menhaden^5^. The n-6 family—including linoleic acid (LA), dihomo-γ-linolenic acid (DGLA), and arachidonic acid (AA)—is sourced primarily from vegetable oils (e.g., soybean, corn, sunflower) and animal products^5^. Of note, modern Western diets are disproportionately enriched in n-6 PUFAs due to widespread consumption of vegetable oils and processed foods, leading to a dietary imbalance that has been linked to increased inflammation and oxidative stress^6,7^. Despite extensive research on the metabolic and inflammatory consequences of n-6 versus n-3 PUFAs^4,8–10^, how these diet-derived lipids impact immune cell function remains largely unexplored.

Dendritic cells (DCs) are professional antigen-presenting cells (APCs) that play a pivotal role in bridging innate and adaptive immune responses^11^. By capturing, processing, and presenting antigens, DCs direct the activation of naïve T cells, making them essential for the initiation and maintenance of immunity to pathogens and tumors^12^. How nutritional and metabolic cues impact DC function and fate remains poorly understood. Indeed, while PUFAs have been shown to alter some aspects of DC physiology^13–16^, the underlying mechanisms remain undefined and the potential interplay between dietary PUFAs, redox homeostasis, and antigen presentation in DCs has not been established. Understanding these mechanisms of immune regulation is fundamental in the context of cancer immunotherapy, especially for aggressive tumor types that remain refractory to this approach. High-grade serous ovarian cancer (HGSOC), for instance, exhibits a highly immunosuppressive tumor microenvironment that inhibits DC function and the induction of protective T cell-mediated anti-tumor responses^17,18^. Whether dietary PUFAs contribute to dysregulated DC activity in this cancer is unknown.

In this study, we investigated the effects of dietary PUFAs on DC function. We found that a diet enriched in n-6 PUFAs profoundly impairs DC activity by promoting ferroptosis through dysregulation of Nrf2-controlled antioxidant responses. Conversely, an n-3 PUFA-enriched diet mitigates ferroptosis and preserves DC function, ultimately improving the efficacy of a DC-based chemoimmunotherapy approach in an aggressive model of HGSOC. Our findings highlight a previously unrecognized link between dietary lipids, ferroptosis, and DC-driven anti-tumor immunity, with implications for cancer immunotherapeutic strategies.

## Results

### Dietary PUFAs shape systemic lipid profiles

To investigate how dietary lipids shape systemic fatty acid composition, we formulated two isocaloric, semi-synthetic diets differing only in their PUFA content: a corn oil–based diet enriched in n-6 PUFAs and a menhaden oil–based diet enriched in n-3 PUFAs (**Supplemental Table 1**). Gas chromatography–mass spectrometry (GC-MS) analysis of the diets confirmed that the n-6 formulation was predominantly composed of linoleic acid (LA, 18:2n-6, 53%) and lacked EPA and DHA, while the n-3 diet was enriched in eicosapentaenoic acid (EPA, 15.1%) and docosahexaenoic acid (DHA, 10%) and contained minimal LA (Figure 1A; **Supplemental Table 2**). Importantly, mice maintained on these diets for 9–12 weeks showed no differences in caloric intake or body weight (Figure 1B). Thus, we next profiled lipid content across multiple anatomical compartments to determine whether dietary PUFAs were efficiently incorporated into systemic and immune-associated tissues (**Supplemental Table 3**). In the serum, n-6 PUFA–fed mice exhibited significantly higher levels of LA and arachidonic acid (AA), while mice fed a diet rich in n-3 PUFAs showed strong enrichment of EPA, DHA, and docosapentaenoic acid (DPA) (Figure 1C–E). Similar trends were observed in visceral adipose tissue (omentum), where n-6 PUFA–fed mice accumulated more LA and AA, and n-3 PUFA–fed mice incorporated greater levels of EPA and DHA (Figure 1F). Importantly, diet-specific lipid signatures were also evident in total bone marrow cells (Figure 1G). In this hematopoietic compartment, n-6 PUFA–fed mice accumulated docosatetraenoic acid (DTA, 22:4n-6), a long-chain product of AA elongation, while n-3–fed mice incorporated significantly more DPA and DHA (Figure 1G). These data demonstrate that dietary PUFAs are readily incorporated into systemic and cellular lipid pools, establishing a foundation to examine how distinct PUFA profiles influence immune cell biology.

### Dietary PUFAs shape DC function

To assess whether dietary PUFA intake alters the immune landscape, we performed high-dimensional flow cytometry on splenocytes from mice maintained on n-6– or n-3–enriched diets. n-3 feeding caused a modest but significant increase in splenic B cell frequency, whereas total T cell proportions were relatively higher in n-6–fed mice (**Supplementary Figure 1, A and B**). The abundance of other leukocyte subsets—including monocytes, macrophages, neutrophils, NK cells, total DCs, and DC or T cell subpopulations—was unchanged across diets (**Supplementary Figure 1, A and B**). Given the robust remodeling of systemic and tissue lipidomes (Figure 1), we next asked whether dietary PUFAs influence the DC lipidome, phenotype, and function. Targeted lipidomics of splenic conventional DCs (cDCs) showed diet-specific remodeling where n-6–conditioned DCs accumulated docosatetraenoic acid (22:4n-6; an elongation product of arachidonic acid), whereas n-3–conditioned DCs were enriched in DHA, DPA, and EPA (Figure 2, A and B; **Supplementary Table 3**). Thus, dietary PUFAs are readily incorporated into the DC lipidome, positioning DCs as sensitive responders to nutritional lipid cues. Phenotypic profiling further revealed subset- and diet-dependent changes in costimulatory and antigen-presentation machinery. Splenic cDC1s from mice fed a diet rich in n-3 PUFAs expressed significantly higher levels of CD40, CD80, CD86, and MHC-I than cDC1s from n-6 PUFA-fed mice, both at steady state and following LPS stimulation (**Supplemental Figure 2A**). In cDC2s, expression of CD86 and MHCI was also enhanced in n-3 PUFA-fed mice under both conditions, whereas increased CD40 and CD80 was observed only upon LPS stimulation (**Supplemental Figure 2B**). Splenic DCs from n-3–fed mice exhibited superior antigen handling, with greater uptake of FITC-labeled ovalbumin (OVA) and superior proteolytic processing of DQ-OVA compared with DCs from n-6–fed mice (Figure 2, C and D), indicating increased endocytic and lysosomal activity. We then tested whether these differences translated into improved T cell priming. Notably, full-length OVA-pulsed DCs from n-3–fed mice elicited stronger in vitro proliferation of OT-I (CD8^+^) and OT-II (CD4^+^) T cells than DCs from n-6–fed mice (Figure 2, E and F). To confirm these findings in vivo, diet-conditioned mice were adoptively transferred with CellTrace Violet–labeled OT-I and CFSE-labeled OT-II T cells, followed by intravenous administration of full-length OVA, and T cell proliferation was quantified three days later (Figure 2G). Notably, proliferation of both OT-I and OT-II cells was significantly higher in n-3–fed mice than in their n-6 counterparts (Figure 2, H and I).

We then tested whether the dietary effects could be reproduced by direct lipid exposure. Splenic DCs from chow-fed mice were exposed to defined n-6 fatty acids (linoleic or adrenic; alone or combined) or n-3 fatty acids (DHA or EPA; alone or combined). Under these conditions, the antigen-presenting capacity was minimally changed relative to untreated DCs (**Supplementary Figure 3**), indicating that in vivo conditioning by diet-derived PUFAs—not short-term exposure to isolated fatty acids—is required to elicit the observed differences in DC function. Together, these data reveal that dietary PUFAs have a profound impact on DC antigen uptake, processing, and presentation to T cells.

### DCs programmed by n-3 PUFAs display cytoprotective Nrf2 activation

To mechanistically understand how dietary PUFAs dictate DC function, we performed transcriptomic profiling of splenic cDCs sorted from mice fed either the n-6 or n-3 PUFA-enriched diets for 65 days (Figure 3A), a time at which these DCs exhibited diet-specific lipid signatures (Figure 2, A and B). 

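Splenic cDCs were sorted as CD45+CD11c+MHCII+ cells from 5 mice on the corn oil-based n-6 diet and 5 mice on the menhaden oil-based n-3 diet, with 1 library per mouse. The paper gives 65 days of feeding in its text and 9 to 10 weeks in the legend of Figure 3, and the sample labels give 8 weeks. Libraries were prepared with the SMART-Seq v4 kit, which amplifies full-length cDNA from small amounts of RNA, and fragmented with the Nextera XT kit. The authors trimmed adapters with cutadapt, aligned reads with bowtie2 through RSEM to the Ensembl GRCm38 transcriptome, and deposited the expected counts per gene as whole numbers, without normalization, for 55401 genes. Total counts per library ranged from 49750896 to 57897413 in n-6 splenic DCs (median 55405218) and from 46844923 to 54368407 in n-3 splenic DCs (median 52372491). No difference in these totals between the diets was detected (two-sided exact permutation test, p = 0.238, n = 5 mice per diet). Every pair of replicates of a diet differed by more than counting noise, with a chi-square per degree of freedom of at least 24.2. Counts were scaled by edgeR's TMM method. The 15981 genes that passed edgeR's expression filter (minimum count 10, minimum total 15) were compared between the diets with edgeR's quasi-likelihood test, fitted to the spleen libraries alone, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. Expression is given as CPM, the count scaled to library size, as the mean ± SD of 5 mice, and log2 fold changes are n-3 over n-6. RSEM divides reads that match several genes among those genes, so that the counts of close paralogs, such as the glutathione S-transferases, carry this uncertainty. The paper's text does not name whether counting used the strand of the reads, so that genes whose exons overlap another gene are uncertain as well. Replicates 1 and 5 of the n-3 diet carry library numbers 29 and 30, apart from the run of numbers 18 to 25 of the other spleen libraries. Both are of the n-3 diet, so that a batch along these numbers would overlap in part with the diet.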

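Of the 15981 genes tested, 1381 differed between the diets at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 843 higher and 538 lower in n-3 splenic DCs. At an unadjusted p under 0.05 the number was 3704. For 1099 of the 1381 genes the 5 mice of one diet all lay above the 5 mice of the other, a separation found in 8.9% of all tested genes, where chance gives 0.794%. Rises were larger than falls, with a median log2 fold change of 0.97 among the higher and -0.34 among the lower genes. An absolute log2 fold change of at least 1 was reached by 416 higher and 30 lower genes. Without the libraries numbered 26 to 30, which left 5 n-6 and 3 n-3 mice, 532 genes were called, and 508 of these were among the 1381. With these libraries as a batch term, 732 genes were called. The alternative that moved the count most was DESeq2 at an unadjusted p under 0.05, with 4191 genes. The count fell to 0 with each of 4 covariates, of which the position of a library was chosen after the data were seen. Among them was the mean expression of 17 red pulp macrophage genes, a score that itself followed the diet (r = 0.917 over the 10 mice). With this score as a covariate 1190 genes had an unadjusted p under 0.05, and no gene named for splenic DCs was called under this covariate. Among called genes with a mean of at least 1 CPM and no overlap between the diets, large rises were those of Slc4a1 (log2 fold change 6.73), Apoc1 (4.78), Vsig4 (4.71) and Alas2 (4.61). Each was highest in n-3 replicate 4, which had 20.9 CPM of Slc4a1 against 0.275 to 2.04 CPM in the other n-3 mice. Exons of Alas2 overlap Apex2 on the opposite strand. The 5 largest falls were those of Ptgs2 (-1.92), Lrrc32 (-1.70), Nr4a3 (-1.33), Cdhr3 (-1.31) and Bmp2 (-1.27). In the 10 fits that each left out 1 mouse, Alas2 was called in 8, Bmp2 in 5 and the other genes of these rises and falls in all 10. Apoc1 and Alas2 were not called with DESeq2, where a gene without a p-value also counts as not called. This is therefore no evidence against their rise.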

Gene expression analysis revealed 1,246 differentially expressed genes (fold change ≥ 1, *p* < 0.05, FDR ≤ 5%), including 762 transcripts upregulated and 484 transcripts downregulated in n-3 splenic DCs compared with their counterparts from mice fed n-6 PUFAs (**Supplemental Table 4**). 

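Ingenuity Pathway Analysis, which the authors applied to the differentially expressed genes, was not repeated here. In its place stand lists of genes written by hand before the counts were seen. Each mouse was scored by the mean log2 CPM (prior count 2) over the genes of a list that passed the expression filter. Scores were compared between the diets by a two-sided exact permutation test over all ways to choose 5 of 10 mice, whose smallest p is 0.00794, with Benjamini-Hochberg adjustment over 10 lists. The score of 38 apoptosis genes was 5.56 ± 0.0494 in n-6 and 5.52 ± 0.0352 in n-3 splenic DCs (SD, n = 5 mice per diet), a difference that did not stand out from the spread between mice (exact permutation test, Benjamini-Hochberg adjusted p = 0.385). The score of 22 proapoptotic genes differed by -0.028 (exact permutation test, Benjamini-Hochberg adjusted p = 0.406). Of the 10 lists, the alternative that moved a spleen score most on the log2 scale was the use of all genes with at least 1 count, under which the difference of a list of Notch target genes went from 0.17 to 0.26 and passed the threshold. Of the 38 apoptosis genes, 1 was called higher and 1 lower, with the same numbers when adjusted over the list alone. Pmaip1 (ENSMUSG00000024521, chromosome 18 from 66458533 to 66465565), which encodes the proapoptotic protein Noxa, was 668 ± 87.7 CPM in n-6 and 352 ± 78.5 CPM in n-3 splenic DCs (log2 fold change -0.93, standard error 0.14, edgeR, Benjamini-Hochberg adjusted p = 0.0036). With each mouse left out in turn, its log2 fold change stayed between -1.06 and -0.85. Tnfrsf1a (ENSMUSG00000030341, chromosome 6 from 125349362 to 125362484), which encodes a receptor for TNF, went from 80.4 ± 4.05 CPM to 96.8 ± 6.73 CPM (log2 fold change 0.27, standard error 0.054, edgeR, Benjamini-Hochberg adjusted p = 0.013).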

Ingenuity Pathway Analysis (IPA) of these genes revealed marked suppression of programs linked to cell death and survival in splenic DCs from n-3 PUFA-fed mice (Figure 3B). Concurrently, lipid peroxidation, lipid storage, and lipid accumulation pathways were inhibited, while biological functions associated with phagocytosis, antigen presentation, inflammatory responses, and myeloid activation were significantly enriched in splenic DCs from mice receiving an n-3 PUFA-enriched diet (Figure 3B). 

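By the same scores, 27 genes of lipid peroxidation and ferroptosis had a mean log2 CPM of 4.69 ± 0.0679 in n-6 and 5.05 ± 0.141 in n-3 splenic DCs (SD, n = 5), and all 5 n-3 mice lay above all 5 n-6 mice (exact permutation test, Benjamini-Hochberg adjusted p = 0.0159). Of these genes, 10 were called higher and 2 lower in n-3 splenic DCs, or 12 and 2 when adjusted over the list alone. The list holds genes that promote and genes that restrain lipid peroxidation or ferroptosis, so that a higher score does not show that the process is raised. The same holds for the list of lipid storage, which includes genes of lipolysis. The 21 lipid storage genes were higher by 0.37 on the log2 scale, again in all 5 n-3 mice (exact permutation test, Benjamini-Hochberg adjusted p = 0.0159), with 6 genes called higher and 0 lower, or 8 and 0 over the list alone. Lpl (ENSMUSG00000015568, chromosome 8 from 68880491 to 68907448), which encodes lipoprotein lipase, went from 3.58 ± 0.611 CPM to 22.4 ± 14.4 CPM (log2 fold change 2.65, standard error 0.36, edgeR, Benjamini-Hochberg adjusted p = 0.003), with 47 CPM in n-3 replicate 4 against 12 to 21.8 CPM in the other n-3 mice. Pparg went from 10.4 ± 0.805 CPM to 29.4 ± 8.46 CPM (edgeR, Benjamini-Hochberg adjusted p = 0.0027). Plin2 was higher by 0.30 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.037) and was called in 3 of the 10 fits that each left out 1 mouse. The score of 37 phagocytosis genes was higher by 0.85 in n-3 splenic DCs (exact permutation test, Benjamini-Hochberg adjusted p = 0.0159), with 18 genes called higher and 2 lower, or 21 and 2 over the list alone. Mrc1 (ENSMUSG00000026712, chromosome 2 from 14229392 to 14332057), which encodes the macrophage mannose receptor, had the list's largest rise (log2 fold change 3.40, standard error 0.49, edgeR, Benjamini-Hochberg adjusted p = 0.0031), with 305 CPM in n-3 replicate 4 against 46.5 to 90.7 CPM in the other n-3 mice. The red pulp macrophage score was higher by 2.25 in n-3 splenic DCs, with 16 of its 17 genes called higher. The scores of the lists were not fitted with it as a covariate. Macrophage RNA among the sorted cells therefore remains a possible source of the higher scores. The score of 30 antigen presentation genes was 9.76 ± 0.0416 in n-6 and 9.74 ± 0.0471 in n-3 splenic DCs, without a detectable difference of the score (exact permutation test, Benjamini-Hochberg adjusted p = 0.532). Of these genes 2 were called higher and 5 lower, or 3 and 5 over the list alone. The score of 12 costimulation genes fell by 0.49 on the log2 scale, with all 5 n-3 mice below all 5 n-6 mice (exact permutation test, Benjamini-Hochberg adjusted p = 0.0159), and 0 genes were called higher and 4 lower, or 0 and 9 over the list alone. Cd80 (ENSMUSG00000075122, chromosome 16 from 38455561 to 38496335) went from 24.2 ± 2.89 CPM to 16.1 ± 1.62 CPM (log2 fold change -0.59, standard error 0.10, edgeR, Benjamini-Hochberg adjusted p = 0.005). By flow cytometry the paper reports the opposite direction for surface protein, with more CD40, CD80 and CD86 on n-3 cDC1s kept with vehicle or LPS. On n-3 cDC2s it reports more CD86 in both settings, and more CD40 and CD80 only with LPS. RNA of all sorted cDCs and surface protein of each subset are unlike measures. Ccr7 and Cd83, which mark mature DCs, had log2 fold changes of -0.97 and -0.78 (edgeR, Benjamini-Hochberg adjusted p = 0.013 and 0.0068).

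**Figure D1:**
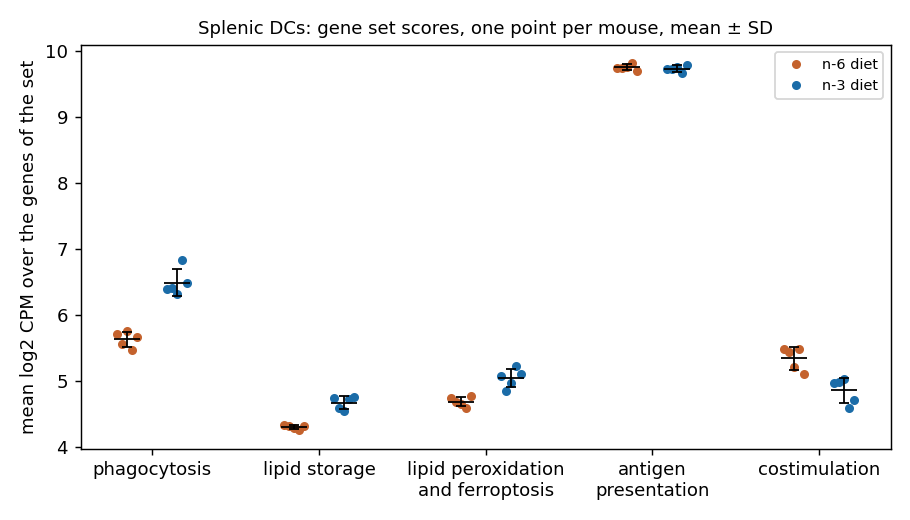
Mean log2 CPM (vertical axis) of the genes of 5 sets in splenic DCs from mice on the n-6 and n-3 diets, with 1 point per mouse and the mean ± SD of 5 mice. The n-3 mice sit above the n-6 mice for phagocytosis, lipid storage, and lipid peroxidation and ferroptosis, below them for costimulation, and among them for antigen presentation. The scores are not adjusted for the mix of cells among the sorted cells.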

To validate these predictions, we quantified apoptosis, lipid accumulation and peroxidation, and ROS generation in splenic DCs isolated from mice under each diet. Compared with the n-3 PUFA-enriched diet, DCs from n-6 PUFA-fed mice exhibited higher proportions of early and late apoptotic cells at all measured time points (6 h, 12 h, and 24 h post-isolation), confirming increased cell death in the n-6 group (Figure 3, C and D). Notably, while lipid accumulation was unaltered (Figure 3E), n-6 splenic DCs demonstrated a significant increase in lipid peroxidation (Figure 3F) and total ROS levels (Figure 3G), compared with splenic DCs from n-3 PUFA-fed mice.

We next sought to identify the molecular factors driving these transcriptional and phenotypic differences. 

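The prediction of upstream regulators from their targets was not repeated here, and the mRNA of Irf2bp2, Wnt3a and Notch1 was examined in its place. Irf2bp2 (ENSMUSG00000051495, chromosome 8 from 126588296 to 126593986) was 41.2 ± 4.29 CPM in n-6 and 38.4 ± 5.63 CPM in n-3 splenic DCs (SD, n = 5), without a detectable difference (log2 fold change -0.10, standard error 0.10, edgeR, Benjamini-Hochberg adjusted p = 0.62). Notch1 (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663) was 15.2 ± 2.81 CPM and 17.7 ± 3.04 CPM (log2 fold change 0.22, standard error 0.14, edgeR, Benjamini-Hochberg adjusted p = 0.4). Exons of both genes overlap a gene on the opposite strand. Wnt3a had 0 counts over the 10 spleen libraries. A hand-written list of 9 expressed Notch target genes scored 3.82 ± 0.14 in n-6 and 3.99 ± 0.105 in n-3 splenic DCs (exact permutation test, Benjamini-Hochberg adjusted p = 0.106). Dtx1 and Gpr183 of this list were called lower, at -0.59 and -0.59 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.024 and 0.013), and Dtx1 was called in 6 of the 10 fits that each left out 1 mouse. A list of 9 expressed Wnt target genes scored 1.5 ± 0.137 and 1.37 ± 0.216 (exact permutation test, Benjamini-Hochberg adjusted p = 0.387). Ccnd1, whose exons overlap a gene on the opposite strand, and Rnf43 were called lower, at -0.51 and -0.96 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.01 and 0.016). When adjusted over each list alone, 1 Notch target was called higher and 2 lower, and 1 Wnt target higher and 2 lower.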

Upstream regulator analysis indicated that negative transcriptional regulators of DC maturation and immune activation, such as *Irf2bp2*, *Wnt3a*, *Notch1*, and *Psen1*^19–21^, were inhibited in splenic DCs from n-3 PUFA-fed mice (Figure 3H). In contrast, *Nfe2l2* (Nrf2), a transcription factor that coordinates the antioxidant response, emerged as a top activated regulator in DCs programmed by dietary n-3 PUFAs (Figure 3H). Accordingly, splenic DCs from these mice demonstrated robust upregulation of several genes in the glutathione (GSH) biosynthetic and detoxification machinery, including *Gss*, *Gsr*, *Shmt2*, *Mgst1*, *Gstp1*, *Gstm5*, *Gstt2*, and *Gsta4*, as well as classical Nrf2 target genes such as *Nqo1*, *Prdx1*, *Sod3*, *Gpx1*, and *Gpx3* (**Supplemental Figure 4**). Conversely, the oxidative and pro-inflammatory gene *Ptgs2* (encoding Cox2) was downregulated in these DCs compared with their counterparts isolated from mice fed a diet rich in n-6 PUFAs (**Supplemental Figure 4**). This transcriptional profile suggested Nrf2-mediated reinforcement of the GSH antioxidant system as a mechanism by which n-3 PUFAs may protect DCs from redox stress and death, which we sought to functionally test in subsequent experiments.

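The mRNA of Nfe2l2 itself (ENSMUSG00000015839, chromosome 2 from 75675513 to 75704641) was 78.7 ± 7.53 CPM in n-6 and 90.6 ± 9.87 CPM in n-3 splenic DCs (SD, n = 5), without a detectable difference (log2 fold change 0.20, standard error 0.084, edgeR, Benjamini-Hochberg adjusted p = 0.17). Keap1 (ENSMUSG00000003308, chromosome 9 from 21229730 to 21239361), whose product targets Nrf2 for degradation and whose exons overlap a gene on the opposite strand, went from 61.6 ± 3.02 CPM to 69.5 ± 4.06 CPM (log2 fold change 0.17, standard error 0.050, edgeR, Benjamini-Hochberg adjusted p = 0.055). With DESeq2 its Benjamini-Hochberg adjusted p was 0.0257, in a range from 0.0257 to 0.13 over the alternatives without a covariate. A hand-written list of 28 Nrf2 target genes had a mean log2 CPM of 5.59 ± 0.0748 in n-6 and 6.06 ± 0.115 in n-3 splenic DCs, with all 5 n-3 mice above all 5 n-6 mice (exact permutation test, Benjamini-Hochberg adjusted p = 0.0159). Of these genes, 12 were called higher and 0 lower over all genes tested, and 18 higher and 1 lower when adjusted over the list alone. The score of this list was not fitted with the red pulp macrophage score as a covariate.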

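The paper named 13 GSH and Nrf2 target genes as upregulated from these same libraries. Their rise here is therefore a recount of the same data and not an independent test. Of these 13 genes, 12 were higher in n-3 splenic DCs at an adjusted p under 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 13 when adjusted over these genes alone. For 12 of them all 5 n-3 mice lay above all 5 n-6 mice. The median log2 fold change was 0.54, with a range from 0.17 for Gstp1 to 3.00 for Gsta4. Gpx1 (ENSMUSG00000063856, chromosome 9 from 108338903 to 108340343) was 1706 ± 72.1 CPM in n-6 and 1945 ± 28.3 CPM in n-3 splenic DCs (SD, n = 5; log2 fold change 0.19, standard error 0.040, edgeR, Benjamini-Hochberg adjusted p = 0.016). Prdx1 (ENSMUSG00000028691, chromosome 4 from 116685544 to 116700822) was 502 ± 16.6 CPM and 606 ± 40.7 CPM (log2 fold change 0.27, standard error 0.050, edgeR, Benjamini-Hochberg adjusted p = 0.0089). Gsr (ENSMUSG00000031584, chromosome 8 from 33652523 to 33698163), which encodes glutathione reductase, was 135 ± 9.89 CPM and 196 ± 23.2 CPM (log2 fold change 0.54, standard error 0.081, edgeR, Benjamini-Hochberg adjusted p = 0.0035). Gss (ENSMUSG00000027610, chromosome 2 from 155563181 to 155592810), which encodes glutathione synthetase and whose exons overlap Acss2 on the opposite strand, was 14.8 ± 1.11 CPM and 19.1 ± 2.18 CPM (log2 fold change 0.37, standard error 0.088, edgeR, Benjamini-Hochberg adjusted p = 0.026). Mgst1 (ENSMUSG00000008540, chromosome 6 from 138140316 to 138156755) was 4.75 ± 1.32 CPM and 20.1 ± 7.43 CPM (log2 fold change 2.08, standard error 0.26, edgeR, Benjamini-Hochberg adjusted p = 0.0027). Shmt2, whose exons overlap Ndufa4l2 on the opposite strand, Gstp1 and Gstt2 were higher by 0.23, 0.17 and 0.51 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.013, 0.017 and 0.028).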

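The other 5 genes had low expression, with n-6 means of 0.297 CPM for Gsta4, 0.302 CPM for Nqo1, 0.344 CPM for Sod3, 0.618 CPM for Gstm5 and 1.02 CPM for Gpx3. Nqo1 (ENSMUSG00000003849, chromosome 8 from 107388225 to 107403206) went from 0.302 ± 0.164 CPM to 1.21 ± 0.627 CPM (log2 fold change 1.99, standard error 0.44, edgeR, Benjamini-Hochberg adjusted p = 0.018), with 2.31 CPM in n-3 replicate 1 against 0.792 to 1.13 CPM in the other n-3 mice. Gsta4, Sod3 and Gpx3 were higher by 3.00, 1.12 and 1.84 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.0033, 0.037 and 0.025). Gsta4 had 5.14 CPM in n-3 replicate 4 against 1.3 to 1.9 CPM in the other n-3 mice, and Gpx3 had 8.5 CPM in n-3 replicate 4 against 1.49 to 3.44 CPM in the other n-3 mice. Gstm5 (ENSMUSG00000004032, chromosome 3 from 107895821 to 107898686), whose exons overlap a gene on the opposite strand, went from 0.618 ± 0.208 CPM to 1.43 ± 0.663 CPM and was not called (log2 fold change 1.20, standard error 0.35, edgeR, Benjamini-Hochberg adjusted p = 0.058), but was with DESeq2 (Benjamini-Hochberg adjusted p = 0.0094). In the 10 fits that each left out 1 mouse, Gsr, Shmt2, Mgst1, Gsta4, Nqo1, Prdx1 and Gpx1 were called in all 10, Gstp1 in 8, Gpx3 in 7, Gss and Gstt2 in 5, and Sod3 and Gstm5 in 2. Of the 13 genes, 4 were called without the libraries numbered 26 to 30. With the red pulp macrophage score as a covariate, the median log2 fold change was 0.185, and Gpx3, Gstm5 and Gstt2 changed direction.

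**Figure D2:**
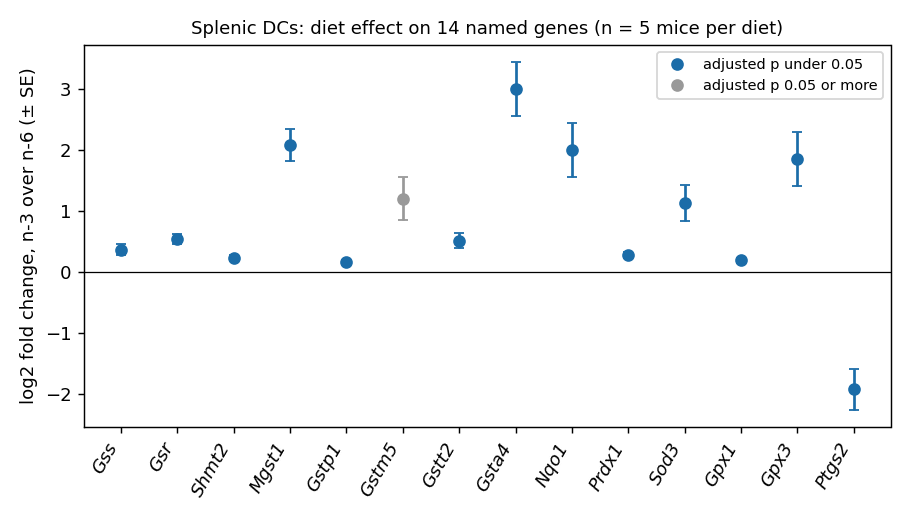
Log2 fold change (n-3 over n-6) with its standard error for the 13 Nrf2 and glutathione genes and Ptgs2 in splenic DCs, 5 mice per diet, with Gstm5, which was not called, in gray. The 13 genes lie above 0, from 0.17 to 3.00, and Ptgs2 lies at -1.92.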

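Ptgs2 (ENSMUSG00000032487, chromosome 1 from 150100031 to 150108227) was 264 ± 67.7 CPM in n-6 and 69.6 ± 34.8 CPM in n-3 splenic DCs (SD, n = 5; log2 fold change -1.92, standard error 0.33, edgeR, Benjamini-Hochberg adjusted p = 0.0062). The n-6 mice ranged from 185 to 348 CPM and the n-3 mice from 29.1 to 116 CPM, without overlap. With each mouse left out in turn, the log2 fold change stayed between -2.18 and -1.73, and Ptgs2 was called in all 10 fits. The red pulp macrophage covariate changed its direction, to 0.22.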

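Hmox1 (ENSMUSG00000005413, chromosome 8 from 75093621 to 75100589) went from 71.7 ± 10.6 CPM in n-6 to 315 ± 186 CPM in n-3 splenic DCs (SD, n = 5; log2 fold change 2.13, standard error 0.31, edgeR, Benjamini-Hochberg adjusted p = 0.0033), with 635 CPM in n-3 replicate 4 against 182 to 290 CPM in the other n-3 mice. The rise of Hmox1 was lost with the red pulp macrophage score as a covariate, a score that itself follows the diet. Gstm1 and Srxn1 were higher by 1.99 and 0.69 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.002 and 0.04), and Srxn1 was called in 2 of the 10 fits that each left out 1 mouse. The genes of the subunits of glutamate-cysteine ligase, the enzyme that starts GSH synthesis, were not called with edgeR and were called with DESeq2, Gclc lower and Gclm higher (Benjamini-Hochberg adjusted p = 0.00615 and 0.0288). Gclc (ENSMUSG00000032350, chromosome 9 from 77754535 to 77794485) went from 111 ± 19.2 CPM to 82.8 ± 8.93 CPM (log2 fold change -0.43, standard error 0.12, edgeR, Benjamini-Hochberg adjusted p = 0.051), with 67 CPM in n-3 replicate 4 against 84.3 to 88.1 CPM in the other n-3 mice. Gclm (ENSMUSG00000028124, chromosome 3 from 122245557 to 122270732), whose exons overlap another gene on the same strand, went from 25.4 ± 1.84 CPM to 32.8 ± 6.52 CPM (log2 fold change 0.37, standard error 0.12, edgeR, Benjamini-Hochberg adjusted p = 0.089). From the activation of Nfe2l2 predicted by its upstream regulator analysis, the higher expression of GSH and Nrf2 target genes and the lower expression of Ptgs2, the paper proposes that Nrf2 reinforces the GSH system and thereby protects n-3 DCs from redox stress and death.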

We found that total Nrf2 protein levels remained unchanged between dietary groups (Figure 3I). However, nuclear fractionation experiments revealed superior Nrf2 translocation in splenic DCs from n-3 PUFA-fed mice (Figure 3J), which was confirmed by enhanced Nrf2 transcriptional activity in an ARE-based DNA binding assay (Figure 3K). Accordingly, the intracellular GSH concentrations were significantly higher in n-3 versus n-6 PUFA-conditioned splenic DCs (Figure 3L). Consistent with these results, unbiased metabolomic analyses demonstrated increased abundance of GSH and GSH-related metabolites, such as L-Cystine, L-Serine, S-Adenosylhomocysteine, and L-Glutamic acid in splenic DCs isolated from mice receiving an n-3 PUFA-rich diet, compared with their counterparts under an n-6 PUFA-based diet (**Supplemental Figure 5**). 

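Of the glutamate transporter genes Slc1a2 and Slc1a3 and the glutamine transporter genes Slc38a5 and Slc7a8, 3 were higher in n-3 splenic DCs at an adjusted p under 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 when adjusted over these genes alone. The paper named these 4 genes as increased from the same libraries, so that these counts are not an independent test. Slc1a2 (ENSMUSG00000005089, chromosome 2 from 102658659 to 102790784), whose exons overlap a gene on the opposite strand, was 1.17 ± 0.318 CPM in n-6 and 4.04 ± 1.18 CPM in n-3 splenic DCs (SD, n = 5; log2 fold change 1.78, standard error 0.26, edgeR, Benjamini-Hochberg adjusted p = 0.0031). Slc1a3 (ENSMUSG00000005360, chromosome 15 from 8634124 to 8710764) was 2.42 ± 1.18 CPM and 18.3 ± 14.2 CPM (log2 fold change 2.92, standard error 0.46, edgeR, Benjamini-Hochberg adjusted p = 0.0041), with 43.6 CPM in n-3 replicate 4 against 10.7 to 13.8 CPM in the other n-3 mice. Slc38a5 (ENSMUSG00000031170, chromosome X from 8271133 to 8280179) had few counts, at 0.0462 ± 0.042 CPM and 0.94 ± 0.631 CPM (log2 fold change 4.24, standard error 0.63, edgeR, Benjamini-Hochberg adjusted p = 0.0035). Slc7a8 (ENSMUSG00000022180, chromosome 14 from 54722209 to 54781946) was 22 ± 3.58 CPM and 34.2 ± 11.7 CPM, with overlapping values, and was not called (log2 fold change 0.64, standard error 0.20, edgeR, Benjamini-Hochberg adjusted p = 0.078). With the red pulp macrophage score as a covariate, Slc1a3 and Slc7a8 changed direction, to -0.0083 and -0.67. Of 17 other amino acid transporter genes listed by hand, 12 passed the expression filter, and 0 of these were called higher and 2 lower, with the same numbers over the list alone. Slc38a1 (ENSMUSG00000023169, chromosome 15 from 96571418 to 96642913) went from 234 ± 9.43 CPM to 199 ± 6.86 CPM (log2 fold change -0.23, standard error 0.040, edgeR, Benjamini-Hochberg adjusted p = 0.006). Slc38a2 (ENSMUSG00000022462, chromosome 15 from 96687392 to 96699730) went from 221 ± 11.6 CPM to 188 ± 17.4 CPM (log2 fold change -0.24, standard error 0.064, edgeR, Benjamini-Hochberg adjusted p = 0.043) and was called in 2 of the 10 fits that each left out 1 mouse. The genes of the cystine transporter subunits, Slc7a11 and Slc3a2, and the neutral amino acid transporter gene Slc1a5 had log2 fold changes of -0.19, 0.073 and -0.13 (edgeR, Benjamini-Hochberg adjusted p = 0.65, 0.75 and 0.55).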

Of note, splenic DCs isolated from mice fed a diet rich in n-3 PUFAs showed increased expression of genes encoding glutamate (*Slc1a2, Slc1a3*) and glutamine (*Slc38a5, Slc7a8*) transporters, compared with their counterparts isolated from mice under n-6-rich PUFA diets, while expression of genes encoding other cystine, cysteine, glycine, or methionine transporters remained unaltered **(Supplemental Figure 6)**. These results indicate that dietary PUFAs differentially activate Nrf2 signaling in DCs, governing GSH-controlled antioxidant responses. Notably, pharmacologic activation of Nrf2 with NK-252, a compound that disrupts Keap1-mediated degradation of Nrf2^22^ (Figure 3M), or GSH supplementation using glutathione ethyl ester (ETGSH)^23^ (Figure 3N), rescued the defective T cell priming capacity of n-6 splenic DCs to levels comparable with n-3 splenic DCs (Figure 3, M and N). We conclude that Nrf2 is a mechanistic node linking dietary n-3 PUFAs to the preservation of DC redox balance and function, thereby maintaining their optimal capacity to initiate adaptive immunity.

### DCs conditioned by dietary n-6 PUFAs exhibit ferroptosis-driven dysfunction

We next sought to understand why splenic DCs isolated from mice receiving a diet rich in n-6 PUFAs show reduced viability and function. GSH is a central regulator of redox homeostasis and a critical suppressor of ferroptosis—a form of regulated cell death driven by lipid peroxidation^24^. As a cofactor for glutathione peroxidase 4 (GPX4), GSH detoxifies lipid hydroperoxides within PUFA-containing phospholipids, preventing membrane damage and cell death^24^. Ferroptosis is fueled by iron metabolism, as ferrous iron (Fe^2+^) reacts with hydrogen peroxide via the Fenton reaction to generate membrane-damaging hydroxyl radicals^25^. Given the elevated oxidative stress and impaired antioxidant capacity observed in splenic DCs programmed by dietary n-6 PUFAs (Figure 3), we next examined whether these cells displayed features of ferroptosis. We evaluated mitochondrial integrity, as ferroptosis is associated with distinct ultrastructural features including mitochondrial shrinkage^26^. Mitochondrial membrane potential, assessed by TMRM fluorescence, was significantly reduced in splenic DCs of n-6 PUFA-fed mice compared with the n-3 PUFA diet (Figure 4A), indicating mitochondrial depolarization. Yet, Mitotracker staining showed no differences in overall mitochondrial mass between groups (Figure 4B). Transmission electron microscopy revealed that while the average number of mitochondria per cell was comparable, splenic DCs in the n-6 PUFA diet displayed reduced mitochondrial perimeter and cross-sectional area relative to the n-3 PUFA diet (Figure 4, C–F), consistent with the compacted, structurally shrunken mitochondria characteristic of ferroptotic cells^26^. We next assessed the cellular iron status. Intriguingly, total and ferrous iron levels were higher in splenic DCs isolated from mice fed a diet rich in n-3 PUFAs, compared with their counterparts on a n-6 PUFA-based diet (Figure 4, G–I). These findings suggest that the enhanced antioxidant capacity of n-3 PUFA–programmed DCs, driven by preserved Nrf2-GSH activity, neutralizes iron-catalyzed oxidative stress. In contrast, DCs conditioned by dietary n-6 PUFAs may be ferroptosis-prone due to heightened ROS reactivity and insufficient detoxification due to defective Nrf2 signaling.

To functionally determine whether ferroptosis underlies DC malfunction under an n-6 PUFA-rich diet, we tested whether chelating iron, quenching ROS, or sequestering lipid peroxidation byproducts could rescue their functionality. Pretreatment with deferiprone (Def), a cell-permeable iron chelator that restricts iron-catalyzed lipid peroxidation^27^, significantly enhanced the antigen-presenting capacity of splenic DCs isolated from mice fed an n-6 PUFA-rich diet (Figure 4, J and K). Treatment with UAMC-3203, a radical-trapping antioxidant that stabilizes lipid radicals in membranes and prevents ferroptosis^28^, also restored antigen presentation by DCs conditioned by dietary n-6 PUFAs (Figure 4, L and M). Furthermore, hydralazine (Hlz)—a hydrazine derivative that quenches lipid peroxidation byproducts^29,30^—also rescued their T cell priming capacity (Figure 4, L and M). Collectively, these findings indicate that DCs from n-6 PUFA–fed mice exhibit mitochondrial defects, redox imbalance, and ferroptosis-associated dysfunction driven by a defective Nrf2-GSH axis.

### Dietary PUFAs dictate the efficacy of DC-based chemoimmunotherapy in ovarian cancer

Splenic DCs from mice fed an n-3 PUFA–enriched diet exhibited elevated Nrf2 activity, increased GSH pools, and enhanced antigen-presenting capacity (Figure 3), features consistent with a cytoprotective phenotype capable of resisting oxidative stress. We hypothesized that this redox-resilient state may enable n-3 PUFA–conditioned DCs to maintain immunogenic function in hostile environments. Ovarian cancer provides a stringent setting to test this hypothesis, as it imposes profound oxidative stress on immune cells and drives DC dysfunction to suppress protective anti-tumor immunity^30–32^. Importantly, while adoptive DC-based immunotherapies have demonstrated only modest benefit in ovarian cancer patients^33,34^, these clinical limitations may stem from the susceptibility of DCs to redox-driven dysfunction within the tumor microenvironment. Based on our mechanistic findings, we posited that dietary PUFA conditioning could influence the immunotherapeutic efficacy of adoptively transferred DCs. To test this, we evaluated DCs from mice fed either an n-3 or n-6 PUFA–enriched diet in a murine model of metastatic high-grade serous ovarian carcinoma (HGSOC), the most common and aggressive form of ovarian cancer^35^.

To validate the therapeutic relevance of dietary programming, we first evaluated whether bone marrow-derived DCs (BMDCs)—commonly used in preclinical immunotherapy protocols—retain the same immunometabolic imprinting observed in splenic DCs. Transcriptomic analyses revealed that BMDCs generated from mice under an n-3 PUFA-rich diet exhibited suppression of gene programs associated with cell death, lipid accumulation, and apoptosis of myeloid cells, while pathways linked to phagocyte activation, leukocyte interactions, antigen presentation, and cellular differentiation were significantly enriched (**Supplemental Figure 7A**). These findings mirror the transcriptional reprogramming observed in splenic DCs (Figures 3 and 4), demonstrating that dietary PUFA–induced immunometabolic signatures are conserved across DC compartments. 

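BMDCs were differentiated with GM-CSF from the bone marrow of 5 mice per diet and sorted as CD11c+MHCII+ cells, with 1 library per mouse. The legend of Supplemental Figure 7 gives 9 to 10 weeks of feeding, and the sample labels give 8 weeks. Libraries were prepared from poly(A) RNA with the NEB Ultra II Directional kit, unlike those of splenic DCs, and the authors processed the reads and deposited the counts in the same way. Total counts per library ranged from 29142262 to 34271813 in n-6 BMDCs (median 33563509) and from 31677922 to 34453423 in n-3 BMDCs (median 33628123), without a detectable difference (two-sided exact permutation test, p = 0.437, n = 5 mice per diet). Every pair of replicates of a diet differed by more than counting noise, with a chi-square per degree of freedom of at least 6.28. The BMDC libraries were fitted on their own. Replicates 3 and 4 of the n-6 diet carry library numbers 26 and 28, apart from those of the other BMDC libraries, and a batch along these numbers would overlap in part with the diet. Of 12976 genes tested, 687 differed between the diets at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 387 higher and 300 lower in n-3 BMDCs, and 3057 at an unadjusted p under 0.05, the alternative that moved the count most. Of the 687 genes, 30 had an absolute log2 fold change of at least 1. For 550 of them the mice of the diets did not overlap, as for 7.28% of all tested genes, where chance gives 0.794%. Without the libraries numbered 26 to 30, 124 genes were called, 122 of them among the 687, and 406 with these libraries as a batch term. With the position of a library along the replicate numbers as a covariate, which was chosen after the data were seen and is correlated with the diet (r = 0.87), 0 genes were called and 736 had an unadjusted p under 0.05. With library totals in place of TMM, the median log2 fold change of all genes was -0.055, and 280 genes were higher and 714 lower.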

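In BMDCs the score of 38 apoptosis genes was 5.56 ± 0.0228 on the n-6 and 5.59 ± 0.0197 on the n-3 diet (SD, n = 5; exact permutation test, Benjamini-Hochberg adjusted p = 0.0567), and that of 22 proapoptotic genes differed by 0.014 (exact permutation test, Benjamini-Hochberg adjusted p = 0.135). With library totals in place of TMM both changed direction, to -0.021 and -0.038, by about the shift that all genes shared (median log2 fold change from -0.0022 to -0.055). The scores of 23 lipid storage genes and 23 genes of lipid peroxidation and ferroptosis were higher by 0.12 and 0.069 in n-3 BMDCs (exact permutation test, Benjamini-Hochberg adjusted p = 0.0397 for each), with 4 of 5 n-3 mice above all n-6 mice in both. The scores of 30 antigen presentation and 36 phagocytosis genes were higher by 0.10 and 0.080 (exact permutation test, Benjamini-Hochberg adjusted p = 0.0567 for each). The 11 costimulation genes and the 28 Nrf2 target genes were higher by 0.25 and 0.16, with all 5 n-3 mice above all 5 n-6 mice (exact permutation test, Benjamini-Hochberg adjusted p = 0.0397 for each). With library totals, or with all genes of at least 1 count, the lipid, costimulation and Nrf2 target scores kept their direction and did not pass the threshold. Plin2 (ENSMUSG00000028494, chromosome 4 from 86648386 to 86670060), which encodes a lipid droplet protein, went from 711 ± 24 CPM to 892 ± 79.8 CPM (log2 fold change 0.33, standard error 0.056, edgeR, Benjamini-Hochberg adjusted p = 0.012). The fatty acid receptor gene Cd36 was higher by 0.35 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.0075). Cd40 (ENSMUSG00000017652, chromosome 2 from 165055627 to 165072948) went from 25.4 ± 5.49 CPM to 41.1 ± 9.58 CPM (log2 fold change 0.69, standard error 0.17, edgeR, Benjamini-Hochberg adjusted p = 0.037) and was called in 3 of the 10 fits that each left out 1 mouse. By the rule applied to splenic DCs, the 5 largest rises were those of Slfn4 (log2 fold change 1.49), Crim1 (1.45), Slc13a3 (1.42), Apoe (1.34) and Rbp4 (1.33). The 5 largest falls were those of A130071D04Rik (-1.26), Gm43813 (-1.12), Gm37033 (-1.08), Gpr34 (-0.94) and 9930017N22Rik (-0.93). Slfn4 had 6.57 CPM in n-3 replicate 5 against 2.04 to 3.02 CPM in the other n-3 mice. Crim1 had 7.29 CPM in that mouse against 3.23 to 3.79 CPM. In the 10 fits that each left out 1 mouse, Slfn4 and 9930017N22Rik were called in 7 and Gpr34 in 4. The other genes of these rises and falls were called in all 10.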

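Of the 12377 genes tested in both cell types, 1177 differed between the diets in splenic DCs and 657 in BMDCs. Both lists held 121 genes, where independence of the lists gives 62.5 (Fisher's exact test across genes, which are not independent replicates, odds ratio 2.28). Of these, 61 changed in the same direction, 56 higher and 5 lower in both, and 60 in opposite directions, 26 higher in n-3 splenic DCs and lower in n-3 BMDCs and 34 the reverse. The number moved most at an unadjusted p under 0.05, to 859 genes, of which 468 changed in the same direction. Across the 12377 genes the log2 fold changes had a Pearson r of 0.0727 and a Spearman rho of 0.0585. In 16 of 100 splits of the BMDC libraries into 5 and 5, the real one included, r lay as far from 0. The diet by cell type interaction, in 1 fit of all 20 libraries, was called for 1215 of 16262 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 549 diet effects more positive in BMDCs and 666 more positive in splenic DCs. Cell type and library kit split the libraries in the same way, so that this test covers both. Of the 10 genes called in both with the smallest adjusted p-values, Apoe (1.78 and 1.34), C1qb (2.64 and 0.47), Gfra2 (2.18 and 0.71), C1qc (2.73 and 0.46) and B430306N03Rik (1.37 and 0.46) were higher on the n-3 diet in both, with the log2 fold change in splenic DCs and then in BMDCs. Adgre4 (1.59 and -0.56), Hp (1.88 and -0.43), Egr1 (-1.13 and 0.70), Lrrc32 (-1.70 and 0.75) and Egr2 (-1.26 and 0.46) changed in opposite directions.

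**Figure D3:**
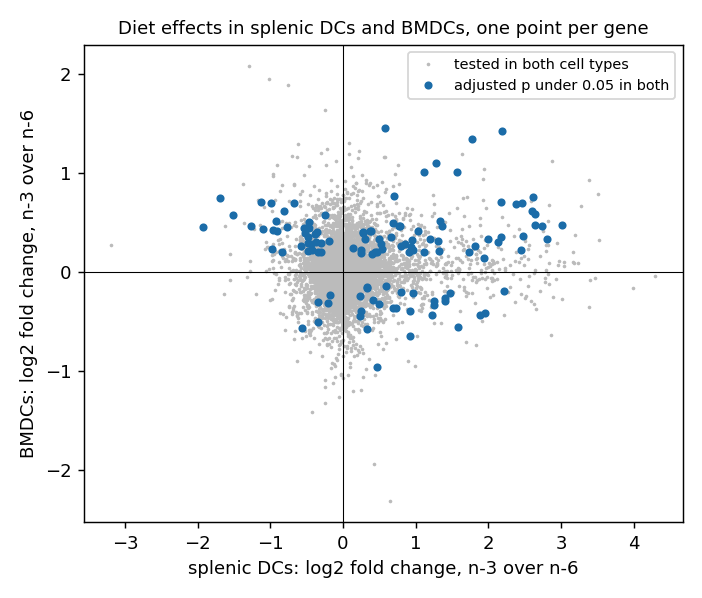
Log2 fold change (n-3 over n-6) in splenic DCs (horizontal axis) and in BMDCs (vertical axis), with 1 point per gene tested in both and the 121 genes called in both in blue. The blue points lie in all 4 quadrants, 61 of them in the same and 60 in the opposite direction.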

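Of the hand-written list of 28 Nrf2 target genes, 11 were called higher and 0 lower in n-3 BMDCs, against 12 and 0 in n-3 splenic DCs. Over the list alone the numbers in BMDCs were 15 and 0. Of the 13 Nrf2 and glutathione genes named for splenic DCs, 11 passed the expression filter in BMDCs, and 3 were called higher in n-3 BMDCs, or 4 when adjusted over these genes alone. Gss, Nqo1 and Prdx1 were higher by 0.41, 0.33 and 0.40 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.0036, 0.043 and 0.023). In the 10 BMDC fits that each left out 1 mouse, Gss was called in all 10, Prdx1 in 7 and Nqo1 in 3. Ptgs2 went from 7.99 ± 0.676 CPM in n-6 to 10.9 ± 1.61 CPM in n-3 BMDCs (SD, n = 5; log2 fold change 0.45, standard error 0.10, edgeR, Benjamini-Hochberg adjusted p = 0.023), and its diet effect differed from that in splenic DCs by 2.38 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p of the interaction = 7.7e-04). The rise of Ptgs2 in BMDCs was called in 5 of the 10 fits that each left out 1 mouse. The diet effect on the costimulation score differed between the cell types by 0.734 (exact permutation test within cell types, Benjamini-Hochberg adjusted p = 3.15e-04), and that on the phagocytosis score by -0.775 (exact permutation test within cell types, Benjamini-Hochberg adjusted p = 0.0392). For the other 8 sets a difference between the cell types was not shown, with adjusted p-values from 0.0831 to 0.819 by the exact permutation test with Benjamini-Hochberg adjustment. This test relabels the diets, so that its reference is no diet effect in either cell type rather than equal effects. A diet effect widens that reference, so that these p-values do not show equal effects. The Nrf2 target score, for example, rose by 0.472 in splenic DCs and by 0.163 in BMDCs. From the programs suppressed and enriched in n-3 BMDCs, set beside those of splenic DCs, the paper concludes that the immunometabolic signatures induced by dietary PUFAs are shared by both DC compartments.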

Consistent with their transcriptional profile, BMDCs generated from mice fed a n-3 PUFA-rich diet also exhibited significantly higher intracellular GSH levels than BMDCs from n-6 PUFA–fed mice, both at baseline and following LPS stimulation (**Supplemental Figure 7, B and C**). Moreover, n-3 PUFA BMDCs elicited significantly stronger proliferation of OT-II CD4^+^ and OT-I CD8^+^ T cells in vitro (**Supplemental Figure 7, D–G**), confirming that the enhanced immunogenic capacity observed in splenic DCs is maintained in BMDC preparations.

We next tested whether these immunometabolic differences impacted the therapeutic efficacy of DC-based immunotherapy in a mouse model of HGSOC. To this end, female mice fed n-3 or n-6 PUFA–enriched diets were orthotopically implanted with *Trp53*^R172H^*Pten*^−/−^*Nf1*^−/−^*Myc*^OE^ (PPNM) tumors that model metastatic high-grade serous tubo-ovarian cancer^36^ (Figure 5A). Two weeks later, mice received intraperitoneal cisplatin chemotherapy followed by infusion of BMDCs derived from donor mice on the corresponding diet (Figure 5A). BMDCs were delivered intraperitoneally to ensure direct access to tumor antigens released after chemotherapy within this compartment. HGSOC progression and overall host survival were comparable in untreated mice receiving either diet (Figure 5, B and C), denoting that diet alone is insufficient to alter HGSOC progression in this aggressive model. Negligible therapeutic effects were observed in groups receiving either cisplatin or adoptive infusion with BMDCs generated from donor mice under the corresponding diets (Figure 5, B and C). These data confirm that PPNM tumors are highly resistant to cisplatin and imply that DC transfer alone is insufficient to induce anti-tumor effects in either diet. Combination therapy with cisplatin and BMDCs generated from donors receiving n-6 PUFA-rich diets also failed to control HGSOC in mice under the same diet (Figure 5, B and C). Strikingly, however, when mice were fed a diet rich in n-3 PUFAs, this DC-based chemoimmunotherapy elicited marked anti-cancer effects characterized by a significant increase in median survival (92 days), and approximately 36% of treated mice demonstrating complete tumor elimination (Figure 5, B and C). Notably, all long-term survivors resisted rechallenge with HGSOC cells (Figure 5D), confirming the generation of protective memory responses. Of note, this protective effect was abolished upon antibody-mediated T cell depletion, demonstrating the role of adaptive immunity in long-term tumor control (Figure 5E).

Together, these findings demonstrate that dietary PUFAs shape DC phenotype and function, influencing the in vivo efficacy of DC-based chemoimmunotherapy. While n-6 PUFA–conditioned DCs fail to control tumor growth, DCs programmed by dietary n-3 PUFAs synergize with cisplatin to elicit durable, T cell–dependent anti-tumor immunity. These results underscore the potential of nutritional interventions to enhance the therapeutic impact of cellular immunotherapies in treatment-resistant malignancies and those with high recurrence rates such as ovarian cancer.

## Discussion

Our study uncovers a diet-sensitive metabolic checkpoint in DCs that governs their survival and immunogenic function through the regulation of ferroptosis. Specifically, we demonstrate that dietary PUFAs reprogram the systemic lipid composition and, in doing so, differentially regulate the redox balance of DCs via the Nrf2–glutathione axis. These findings bridge nutrition, DC function, and immunotherapeutic tumor control.

PUFAs are essential lipid components of cell membranes and metabolic signaling networks, but their role in regulating immune cell viability and homeostasis has remained largely unexplored. We found that an n-6 PUFA–enriched diet increases the abundance of pro-ferroptotic lipid species, including AA and adrenic acid, in DCs. These substrates are prone to peroxidation^37^, promoting oxidative damage and mitochondrial anomalies. In contrast, DHA and EPA are preferentially incorporated into DCs under n-3 PUFA-enriched diets, mediating resistance to ferroptosis through enhanced Nrf2 activation and GSH preservation.

A central mechanistic insight from our work is that Nrf2 functions as a dietary sensor and redox modulator in DCs. In n-3 PUFA-fed mice, Nrf2 activation promoted the transcription of antioxidant enzymes, maintained intracellular GSH levels, and suppressed lipid peroxidation. This protects DCs from ferroptosis and safeguards their ability to activate naïve CD4+ and CD8+ T cells. Notably, pharmacologic activation of Nrf2, exogenous GSH supplementation, or ferroptosis inhibition rescued the APC function of DCs from n-6 PUFA-fed mice, emphasizing the role of Nrf2 as gatekeeper of this axis.

Importantly, the impact of dietary PUFAs extended beyond DC homeostasis to therapeutic anti-tumor immunity. We found that only DCs programmed by an n-3 PUFA–enriched diet, when adoptively transferred following cisplatin chemotherapy, elicited robust control of HGSOC and durable adaptive immunity that conferred protection against tumor rechallenge. This synergy highlights the therapeutic relevance of preserving DC redox integrity to enhance their function in cancer therapeutic vaccines or adoptive immunotherapy. Our findings also raise the major possibility of using nutritional adjuvants that bolster immunotherapy through DC ferroptosis suppression.

Our study expands the scope of ferroptosis research into the realm of professional antigen-presenting cells. The identification of Nrf2 as a master regulator in this context provides a mechanistic entry point for modulating DC viability and function in diseases ranging from cancer to infection and autoimmunity. Our findings suggest that dietary interventions could be tailored to shape immune outcomes by tuning susceptibility to ferroptosis. Given the Western diet’s bias toward n-6 PUFAs, these discoveries provide a mechanistic rationale to reconsider nutritional guidelines in immunologically vulnerable populations, such as cancer patients.

## Methods

### Mouse studies

Female C57BL/6J, OT-I (C57BL/6-Tg(TcraTcrb)1100Mjb/J), and OT-II (B6.Cg-Tg(TcraTcrb)425Cbn/J) transgenic mice were purchased from The Jackson Laboratory (Bar Harbor, ME) and housed in pathogen-free microisolator cages at the Weill Cornell Medicine Animal Facility. Mice were maintained under a 12-hour light/dark cycle with ad libitum access to water and assigned diets, and all animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at Weill Cornell Medicine (protocol number 2011–0098). All studies were conducted using female mice. To normalize microbiota composition across groups and reduce cage effects, 5- to 6-week-old C57BL/6J mice underwent a 2-week bedding exchange protocol, where bedding was swapped between cages within the cohort two times per week. Following this normalization period, mice were randomized into dietary intervention groups. Mice were fed either an n-6 polyunsaturated fatty acid (PUFA)-enriched diet (Research Diets, D18062204; 16% calories from corn oil) or an n-3 PUFA-enriched diet (Research Diets, D12041401; 16% calories from menhaden fish oil) for 8 to 12 weeks. Diets were matched for macronutrient composition to ensure that differences between groups were attributable to fatty acid composition. Mice were monitored for weight and general health throughout the intervention period. At the end of the dietary intervention, mice were sacrificed, and tissues were collected for downstream metabolic, immunologic, and molecular analyses.

### Primary Cell Isolation and Analysis

Spleens were collected from mice fed either the n-6 or n-3 diet, homogenized, and enzymatically digested with collagenase D (2.5 mg/ml, Roche) and DNase I (0.05 mg/ml, Sigma-Aldrich) at 37°C for 30 minutes. Following digestion, single-cell suspensions were prepared by passing the cells through 70 μm cell strainers, and red blood cells (RBCs) were lysed using ammonium-chloride-potassium (ACK) buffer (Life Technologies). Total splenic DCs were isolated using a magnetic Pan Dendritic Cell Isolation Kit (Miltenyi Biotec, 130-100-875) following the manufacturer’s instructions. Murine BMDCs were generated from bone marrow precursor cells isolated from the tibiae and femurs of mice. Bone marrow cells were flushed, and RBCs were lysed using ACK buffer. BM cells were then plated on bacteriologic plates at 3 × 10^6^/plate in 10 mL of complete RPMI media (RPMI + L-glutamine + 10% FBS + HEPES + sodium pyruvate + nonessential amino acids + β mercaptoethanol + penicillin/streptomycin) containing 20 ng/mL of recombinant granulocyte–macrophage colony-stimulating factor (GM-CSF; PeproTech; cat.#315–03). Three days later, an equal volume of the media described above was added to the culture, and nonadherent cells were harvested 4 days thereafter (day 7). BMDCs were further enriched with Pan Dendritic Cell Isolation Kit (Miltenyi Biotec, 130-100-875) and used directly for downstream assays.

For T cell isolation, OT-I and OT-II transgenic mice were used to obtain CD8^+^ and CD4^+^ T cells, respectively. Spleens and lymph nodes (submandibular, axillary, and inguinal) were harvested, mechanically dissociated, and processed into single-cell suspensions using a syringe plunger and passed through 70 μm strainers. RBCs were lysed using ACK buffer (Life Technologies). Naïve CD8^+^ and CD4^+^ T cells were isolated by magnetic negative selection using the Naïve CD8^+^ T Cell Isolation Kit, Mouse (Miltenyi Biotec, 130-096-543) and the Naïve CD4^+^ T Cell Isolation Kit, Mouse (Miltenyi Biotec, 130-104-453), respectively.

### Antigen Presentation and T Cell Proliferation Assays

Freshly isolated CD11c^+^ splenic DCs were obtained by magnetic purification (Pan DC Isolation Kit, Miltenyi Biotec) and pulsed with full-length ovalbumin (EndoFit^™^ OVA protein 0.1 mg/ml, InvivoGen Cat# vac-pova) at 37°C for 6 hours. For experiments involving inhibitors, DCs were preincubated for 1 hour with the following compounds prior to OVA pulsing: Deferiprone (100 μM; Sigma-Aldrich, Cat# 379409), an intracellular iron chelator; Glutathione ethyl ester (Et-GSH) (0.5 mM; Cayman Chemical, Cat# 14953), a cell-permeable glutathione derivative; UAMC-3203 (100 nM; Cayman Chemical, Cat# 26525), a ferroptosis inhibitor; Hydralazine (100 μg/ml; Sigma-Aldrich, Cat# H1753–5G), a hydrazine derivative that sequesters reactive lipid peroxidation byproducts; NK-252 (10 μM; MedChemExpress, Cat# HY-19734), a specific activator of the transcription factor Nrf2. CD8^+^ and CD4^+^ T cells were isolated from lymphoid tissues (spleen, submandibular, axillary, and inguinal lymph nodes) of OT-I and OT-II transgenic mice, respectively, using negative selection kits (Naïve CD8^+^ T Cell Isolation Kit, Miltenyi Biotec, Cat# 130-096-543; Naïve CD4^+^ T Cell Isolation Kit, Miltenyi Biotec, Cat# 130-104-453). Isolated T cells were labeled with CellTrace Violet (2.5 μM, Thermo Fisher Scientific Cat#C34571) by incubating cells at 37°C for 15 minutes in the dark. Staining was quenched by adding 2 volumes of RPMI-1640 medium supplemented with 10% FBS, followed by a 5-minute incubation at 37°C in the dark. Labeled cells were washed with complete RPMI-1640 medium containing 10% FBS. OVA-pulsed DCs were co-cultured with CellTrace Violet-labeled naïve CD8^+^ or CD4^+^ T cells at a 1:5 DC:T cell ratio. Co-cultures were maintained at 37°C for 72 hours. T cell proliferation was assessed by flow cytometry, measuring CellTrace Violet dilution peaks using FlowJo software. To quantitatively evaluate proliferation, the main peak of the RPMI-1640 control was designated as the parent (zeroth generation) population. Fluorescence ratios between successive peaks were fixed, and a consistent coefficient of variation (CV) was applied across all generations. Percent divided reflects the precursor frequency, i.e., the proportion of cells that underwent division. The division index was defined as the average number of divisions per cell in the starting population. The proliferation index was calculated as the total number of divisions divided by the number of dividing cells.

### In vivo Antigen Presentation Assays

Mice maintained on either an n-6– or n-3–enriched diet were injected intravenously with 125 μg of full-length ovalbumin (EndoFit^™^ OVA protein, 0.1 mg/ml; InvivoGen, Cat# vac-pova). Naïve CD8^+^ and CD4^+^ T cells were isolated from spleens and lymph nodes (submandibular, axillary, and inguinal) of OT-I and OT-II transgenic mice, respectively, using magnetic negative selection kits (Miltenyi Biotec; CD8^+^, Cat# 130-096-543; CD4^+^, Cat# 130-104-453). Purified CD8^+^ and CD4^+^ T cells were labeled with CellTrace^™^ Violet (CTV; 5 μM; Thermo Fisher Scientific, Cat# C34571) or CFSE (5 μM; Thermo Fisher Scientific, Cat# C34570), respectively, by incubation at 37 °C for 20 min in the dark. Labeling was quenched with RPMI-1640 medium containing 10% FBS for 5 min at 37 °C, followed by washing. Equal numbers of CD8^+^ and CD4^+^ T cells were mixed at a 1:1 ratio, and a total of 6 × 10⁶ labeled T cells were injected intravenously into OVA-injected recipient mice. After 3 days, mice were euthanized, and spleens and lymph nodes were harvested to prepare single-cell suspensions. Following RBC lysis, cells were washed and incubated with Fc receptor blocker (TruStain FcX^™^, anti-mouse CD16/32; BioLegend, clone 93, Cat# 101319) for 10 min at 4 °C, then stained with a panel of surface markers for 30 min at 4 °C: CD45 (BioLegend, clone 30-F11, Cat# 103128), CD3 (BD Biosciences, clone 145–2C11, Cat# 612771), CD4 (BioLegend, clone GK1.5, Cat# 100455), CD8 (BioLegend, clone 53–6.7, Cat# 100747), CD44 (BioLegend, clone IM7, Cat# 103012), CD62L (BioLegend, clone MEL-14, Cat# 104408), CD11c (BioLegend, clone N418, Cat# 117328), Ly-6G (Tonbo Biosciences, clone 1A8, Cat# 65–1276-U025), NK1.1 (BioLegend, clone PK136, Cat# 108728), F4/80 (BioLegend, clone BM8, Cat# 123128), and B220 (BioLegend, clone RA3–6B2, Cat# 103235). After washing, cells were stained with LIVE/DEAD^™^ Fixable Near-IR Dead Cell Stain (Invitrogen^™^, Cat# L10119) for 20 min at 4 °C. Flow cytometric analysis was performed on a BD LSRFortessa instrument, and T cell proliferation was quantified based on CTV or CFSE dilution using FlowJo software (BD Biosciences).

### Ex vivo fatty acid treatment

Splenic dendritic cells (DCs) were isolated from chow diet–fed C57BL/6 mice and cultured overnight with specific n-6 or n-3 polyunsaturated fatty acids (PUFAs). Fatty acids were complexed with 1% fatty acid–free bovine serum albumin (BSA; Sigma-Aldrich, Cat# A8806) and added to cultures at a final concentration of 50 μM. The following fatty acids were used: linoleic acid (LA; Sigma-Aldrich, Cat# L1012), adrenic acid (AdA; Sigma-Aldrich, Cat# D3659), eicosapentaenoic acid (EPA; MedChem Express, Cat# HY-B0660), and docosahexaenoic acid (DHA; MedChem Express, Cat# HY-B2167). After 18 hours of incubation, DCs were pulsed with ovalbumin (OVA) for an additional 6 hours to allow antigen uptake and processing. Cells were then thoroughly washed to remove residual fatty acids, and purified CD8^+^ T cells from OT-I transgenic mice were co-cultured with the treated DCs for assessment of antigen presentation and T cell proliferation, as described above.

### RNA Sequencing and Transcriptomic Analyses

Splenic DCs and BMDCs were isolated from mice maintained on n-6 or n-3 diets. DCs were magnetically purified and then further sorted for CD45^+^CD11c^+^MHCII^+^ populations using a FACSAria instrument (BD Biosciences). Total RNA was extracted using the RNeasy Plus Micro Kit (Qiagen), and RNA quality was assessed using the Agilent Bioanalyzer 2100. Library preparation and sequencing were performed at the Weill Cornell Genomics Resources Core Facility. For splenic DCs, libraries were prepared using the SMART-Seq v4 Ultra Low Input RNA Kit followed by the Nextera XT DNA Sample Preparation Kit. For BMDCs, libraries were prepared using the NEB Ultra II Directional RNA Library Prep Kit with the Poly(A) isolation module. Sequencing was conducted using Illumina HiSeq2500 with high-throughput (HT) DNA sequencing. For quality control and read processing, Quality control (QC) was performed using MultiQC^38^ and adapter sequences were removed from raw reads using cutadapt^39^. RNA sequencing reads were aligned using the bowtie2 algorithm^40^ via RSEM v1.3.3^41^ to estimate read counts and RPKM (Reads Per Kilobase of transcript, per Million mapped reads) values, utilizing the Ensembl GRCm38 transcriptome. For pathway analysis, raw read counts were used to determine differential gene expression between experimental groups using DESeq2^42^. Gene expression differences were considered statistically significant if *P* < 0.05. Gene set enrichment analysis (GSEA) was performed using QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^) software (QIAGEN Redwood City, www.qiagen.com/ingenuity). Pathway analyses were conducted using “Canonical Pathways,” “Diseases & Functions,” and “Upstream Regulators” modules. Pathways predicted to be activated based on a positive Z-score for predicted activation state were reported. All bioinformatic analyses were conducted at the Bioinformatics Facility of The Wistar Institute. Sequencing data have been deposited under NCBI GEO accession number GSE292400.

### Phagocytosis and Antigen Processing Assays

Freshly isolated splenic DCs from mice fed either the n-6 rich diet or n-3 rich diet were incubated at 37°C for 3 hours with fluorescein-conjugated ovalbumin (5 μg/ml; Thermo Fisher Scientific, Cat# O23020) in a CO_2_ incubator to assess phagocytic capacity. For the antigen processing assay, DCs were incubated with DQ-ovalbumin (DQ-OVA, 50 μg/ml; Thermo Fisher Scientific, Cat# D12053) at either 0°C or 37°C for 3 hours. Following incubation, cells were washed twice with cold phosphate-buffered saline (PBS) and incubated with TruStain FcX^™^ (anti-mouse CD16/32, BioLegend, clone 93, Cat# 101319) for 10 minutes at 4°C to block Fc receptors. Cells were subsequently stained with: CD45 (BioLegend, clone 30-F11, Cat# 103128), CD11c (BioLegend, clone N418, Cat# 117308), I-A/I-E (MHC class II) (BioLegend, clone M5/114.15.2, Cat# 107626). Phagocytic uptake and antigen processing were quantified by flow cytometry, using fluorescence intensity within the CD45^+^CD11c^+^MHC-II^+^ population. To distinguish active uptake and processing from passive surface binding, data from cells incubated at 37°C were compared to cells incubated at 0°C. Results were further compared between DCs isolated from n-6 and n-3 diet-fed mice to assess diet-dependent differences in antigen uptake and processing efficiency.

### Intracellular ROS Assays

Intracellular reactive oxygen species (ROS) levels were measured using 2′,7′-dichlorofluorescein diacetate (DCFDA) (Thermo Fisher Scientific, Cat# C6827). Freshly isolated splenic DCs from mice fed either the n-6 rich diet or n-3 rich diet were resuspended in complete RPMI medium at 2.5 × 10^5^ cells per well. Cells were incubated with DCFDA (10 μM) for 30 minutes at 37°C in the dark. Immediately following incubation, fluorescence intensity was quantified by flow cytometry, measuring DCF fluorescence as a readout of intracellular ROS levels. Data were analyzed using FlowJo software, and comparisons were made between dietary groups to assess diet-induced differences in ROS generation.

### Lipidomic Analyses

Lipidomics were performed on splenic DCs and total bone marrow cells isolated from mice fed either an n-6 PUFA rich diet or n-3 rich diet for 8 weeks. Splenic DCs were magnetically purified and then further sorted for CD45^+^CD11c^+^MHCII^+^ populations using a FACSAria instrument (BD Biosciences). Total bone marrow cells were collected after RBCs lysis using ACK buffer. Cell pellets (50,000 cells) were washed with PBS, and frozen at −80°C until further processing. Total fatty acid profiling was conducted to quantify individual fatty acids and lipid species using liquid chromatography-mass spectrometry (LC-MS). All lipidomic analyses were performed at the Lipidomics Core Facility of Wayne State University School of Medicine. Data were analyzed to compare lipid composition across dietary groups, with a particular focus on the incorporation of n-6 and n-3 PUFAs into cellular lipids.

### Targeted metabolomics

Freshly isolated splenic DCs from mice fed either the n-6 rich diet or n-3 rich diet were magnetically purified and then further sorted for CD45^+^CD11c^+^MHCII^+^ populations using a FACSAria instrument (BD Biosciences). Cells (1.4×10^6^) were pooled by group (n=7–8 mice/group) and frozen at −80°C until further processing. The sample was extracted using pre-chilled 80% methanol (−80 °C). The extract was dried with a Speedvac, and redissolved in HPLC grade water before it was applied to the hydrophilic interaction chromatography LC-MS. Metabolites were measured on a Q Exactive Orbitrap mass spectrometer (Thermo Scientific), which was coupled to a Vanquish UPLC system (Thermo Scientific) via an Ion Max ion source with a HESI II probe (Thermo Scientific). A Sequant ZIC-pHILIC column (2.1 mm i.d. × 150 mm, particle size of 5 μm, Millipore Sigma) was used for separation of metabolites. A 2.1 × 20 mm guard column with the same packing material was used for protection of the analytical column. Flow rate was set at 150 μL/min. Buffers consisted of 100% acetonitrile for mobile phase A, and 0.1% NH4OH/20 mM CH3COONH4 in water for mobile phase B. The chromatographic gradient ran from 85% to 30% A in 20 min followed by a wash with 30% A and re-equilibration at 85% A. The Q Exactive was operated in full scan, polarity-switching mode with the following parameters: the spray voltage 3.0 kV, the heated capillary temperature 300 °C, the HESI probe temperature 350 °C, the sheath gas flow 40 units, the auxiliary gas flow 15 units. MS data acquisition was performed in the m/z range of 70–1,000, with 70,000 resolution (at 200 m/z). The AGC target was 1e6 and the maximum injection time was 250 ms. The MS data was processed using XCalibur 4.1 (Thermo Scientific) to obtain the metabolite signal intensities. Identification required exact mass (within 5ppm) and standard retention times.

### Total Iron Quantification

Splenic DCs were isolated from mice fed either an n-6-rich or an n-3-rich diet for 9–10 weeks. DCs (1×10^6^) were then pelleted and stored in −80°C until further processing. Samples were digested using 50% nitric acid and then heated at 70°C for 2 hours in a heat block. The digested samples were then cooled to room temperature and centrifuged for 5 minutes at 6000 xg. The supernatant was collected and diluted in 0.2% nitric acid for measurement via a graphite furnace atomic absorption spectrometer (PerkinElmer model 900z). Iron was measured in the digestion buffer to assess iron contamination, and sample iron levels are quantified using a standard curve of known iron concentrations.

### Cell Viability Assays

Splenic DCs and BMDCs were isolated from mice fed either the n-6 or n-3 rich diet for 8 weeks using magnetic purification with the Pan DC Isolation Kit (Miltenyi Biotec, Cat# 130-100-875). Purified DCs were cultured in complete RPMI medium at 37°C in a 5% CO₂ incubator for time-course viability assessments. Cells were blocked using TruStain FcX^™^ (anti-mouse CD16/32) (BioLegend, Clone 93, Cat# 101319) followed by surface-staining with: CD11c (BD Biosciences, Clone N418, Cat# 744180) and I-A/I-E (MHC Class II) (BioLegend, Clone M5/114.15.2, Cat# 107620). After staining, cells were washed twice with PBS and assessed for viability using the APC Annexin V Apoptosis Detection Kit with Propidium Iodide (PI) (BioLegend, Cat# 640932), following the manufacturer’s instructions. Cell viability was quantified by flow cytometry. Data were analyzed using FlowJo software, and comparisons were made across dietary groups.

### Glutathione Quantification

Splenic DCs were isolated from mice fed either an n-6 or n-3 rich diet using magnetic purification with the Pan DC Isolation Kit (Miltenyi Biotec, Cat# 130-100-875). Isolated cells (1 × 10⁶ cells per condition) were lysed in PBS containing 0.5% NP-40, and lysates were deproteinized using the Deproteinizing Sample Preparation Kit – TCA (Abcam, Cat# ab204708). Deproteinized lysates were used to quantify total glutathione levels using the Glutathione Assay Kit (Abcam, Cat# ab138881) according to the manufacturer’s instructions. Fluorescence was monitored at Ex/Em = 490/520nm using SpectraMax iD3 instrument (Molecular Devices).

### Flow Cytometry

Single-cell suspensions were washed in ice-cold FACS buffer (phosphate-buffered saline [PBS] supplemented with 2% fetal bovine serum [FBS] and 2 mM EDTA) and incubated with TruStain FcX^™^ (anti-mouse CD16/32; BioLegend, Clone 93, Cat# 101319) at 4°C for 10 minutes to block Fcγ receptors and minimize nonspecific binding. Surface staining was performed at 4°C for 30 minutes in the dark using the following fluorochrome-conjugated antibodies (BioLegend unless otherwise noted): CD45 (Clone 30F11; BD Biosciences, Cat# 562420), CD3 (Clone 17A2; Cat# 100216), CD19 (Clone ID3; BD Biosciences, Cat# 612781), CD11b (Clone M1/70; Cat# 101257), F4/80 (Clone BM8; Cat# 123110), CD11c (Clone N418; BD Biosciences, Cat# 744180), I-A/I-E (MHC class II) (Clone M5/114; Cat# 107620), Ly6C (Clone HK1.4; Cat# 128041), CD4 (Clone GK1.5; Cat# 100414), CD8α (Clone 53–6.7; Cat# 100706), Ly6G (Clone 1A8; Tonbo Biosciences, Cat# 20–1276-U100), NK1.1 (Clone PK136; Cat# 108748), CD86 (Clone GL-1; Cat# 105030), CD80 (Clone 16–10A1; Cat# 104734), CD40 (Clone 3/23; Cat# 124612), and CD71 (Clone C2; BD Biosciences, Cat# 740223). Following staining, cells were washed with PBS, and dead cells were excluded by staining with DAPI. For intracellular staining, Cells were first stained for surface markers as described above, followed by viability assessment using the Live/Dead Fixable Blue Dead Cell Stain (Thermo Fisher Scientific, Cat# L34962) according to the manufacturer’s protocol. Cells were then fixed and permeabilized using the FOXP3/Transcription Factor Staining Buffer Set (eBioscience, Cat# 00-5523-00) per the manufacturer’s instructions. For intracellular detection of NRF2, cells were incubated overnight at 4°C with anti-NRF2 rabbit monoclonal antibody (Thermo Fisher Scientific, Cat# 12721, 1:100 dilution). Following primary antibody incubation, cells were washed and stained with PE-conjugated goat anti-rabbit IgG (H+L) secondary antibody (Thermo Fisher Scientific, Cat# P-2771MP, 1:200 dilution) for 30 minutes at room temperature in the dark. Cells were washed and resuspended in FACS buffer prior to analysis by flow cytometry.

For neutral lipid quantification, splenic DCs (2 × 10^5^ cells) were incubated with BODIPY 493/503 (Thermo Fisher, Cat# D3922, 0.5 mg/mL in PBS) for 15 min at room temperature in the dark. For oxidized lipid measurement, DCs were incubated with 4 μM BODIPY 581/591 C11 (Lipid Peroxidation Sensor) (Thermo Fisher, Cat# D3861) for 30 min at room temperature in PBS. To assess mitochondrial mass, DCs (1 × 10^5^ cells) were first stained for surface markers, followed by incubation with 100 nM MitoTracker Green (Thermo Fisher Scientific, Cat# M46750) for 30 min at 37°C. For mitochondrial membrane potential, DCs were stained with 10 nM TMRM (Thermo Fisher Scientific, Cat# M20036) for 30 min at 37°C, followed by DAPI staining for dead cell exclusion. For reducing iron quantification, DCs were washed with serum-free media and incubated with 1 μmol/L FerroOrange (Dojindo Laboratories, Cat# F374) for 30 min at 37°C in a CO_2_ incubator. Flow cytometry was performed using a Fortessa-X20 cytometer (BD Biosciences), and data were analyzed using FlowJo v.10 (TreeStar).

### Transmission Electron Microscopy (TEM)

CD45^+^CD11c^+^MHC-II^+^ splenic DCs were sorted from mice fed either an n-6 or n-3 rich diet. Following isolation, cells were washed twice with PBS, and cell pellets were collected for electron microscopy processing. Cells were fixed, embedded, sectioned, and stained according to standard protocols^30^. All TEM imaging and sample preparation were performed at the Electron Microscopy and Histology Core Facility of Weill Cornell Medical College. Images were acquired and analyzed to assess mitochondrial ultrastructural features.

### Western Blotting

Splenic DCs isolated from mice fed either n-6 or n-3 PUFA rich diet were subjected to nuclear and cytoplasmic fractionation using the NE-PER Nuclear and Cytoplasmic Extraction Kit (Thermo Fisher Scientific, Cat# 78833) following the manufacturer’s instructions. Protein concentrations were determined using a BCA Protein Assay Kit (Thermo Fisher Scientific, Cat# 23225). Equal amounts of protein were separated by SDS-PAGE and transferred onto PVDF membranes using standard protocols. Membranes were blocked and incubated with the following primary antibodies: Anti-Nrf2 rabbit monoclonal antibody (Thermo Fisher Scientific, Cat# 12721), Anti-LAMINB1 rabbit monoclonal antibody (Cell Signaling Technology, Cat# 12586S) Anti-HSP90 rabbit monoclonal antibody (Cell Signaling Technology, Cat# 4874S). After washing, membranes were incubated with goat anti-rabbit HRP-conjugated secondary antibody (Thermo Fisher Scientific, Cat# 32460). Signals were detected using SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific, Cat# 34580), and images were acquired using an iBright CL1000 imaging system (Thermo Fisher Scientific).

### Nrf2 activity assays

Splenic DCs were isolated from mice fed either an n-6 or n-3 rich diet using magnetic purification (Pan DC Isolation Kit, Miltenyi Biotec). Nuclear and cytoplasmic fractions were prepared using the NE-PER Nuclear and Cytoplasmic Extraction Kit (Thermo Fisher Scientific, Cat# 78833) according to the manufacturer’s instructions. Protein concentrations of nuclear extracts were determined using the BCA Protein Assay Kit (Thermo Fisher Scientific, Cat# 23225). Equal amounts of nuclear protein were analyzed for NRF2 DNA-binding activity using the TransAM NRF2 DNA-binding ELISA kit (Active Motif, Cat# 50296), performed following the manufacturer’s protocol. The absorbance was measured at 450 nm using a SpectraMax iD3 instrument (Molecular Devices).

### Experimental Ovarian Cancer Model

Female C57BL/6J mice were fed either an n-6 or n-3 rich diet for 8 weeks prior to tumor challenge. To model metastatic ovarian cancer, mice were injected intraperitoneally (i.p.) with PPNM cells — a transplantable, genetically engineered model of high-grade tubo-ovarian carcinoma (*Trp53*^−/−R172H^*Pten*^−/−^*Nf1*^−/−^*Myc*^OE^) generously provided by Dr. Robert Weinberg (Whitehead Institute) under a material transfer agreement (MTA)^36^. PPNM cells were regularly tested for mycoplasma contamination and maintained under prophylactic Plasmocin supplementation (InvivoGen, Cat# ant-mpp) to prevent infection. For tumor cell inoculation, PPNM cells were suspended in PBS mixed 1:1 with Matrigel matrix (Corning, Cat# 47743–716). Mice received i.p. injections of 1 × 10^6^ cells in a total volume of 200 μl. Metastatic progression, ascites accumulation, and host survival were monitored longitudinally. Tumor burden in the peritoneal cavity was quantified by live bioluminescence imaging. Mice were injected i.p. with VivoGlo Luciferin (2 mg per mouse; Promega, Cat# P1042) and imaged using a Xenogen IVIS Spectrum system at the Weill Cornell Research Animal Resource Center. Bioluminescent signals were recorded and analyzed to assess tumor burden over time.

### DC-based chemo-immunotherapy

Female C57BL/6J mice were maintained on either an n-6 or n-3-fatty acid-rich diet for 8 weeks prior to tumor challenge. Mice were then inoculated intraperitoneally (i.p.) with 1 × 10^6^ PPNM tumor cells. Beginning 14 days post-tumor implantation, mice received cisplatin chemotherapy (5 mg/kg, i.p.) or saline control every 7 days for a total of two doses. For DC-based immunotherapy, starting 15 days post-tumor implantation, mice received either BMDCs (3 × 10^6^ cells/mouse, i.p.) or PBS control every 7 days for two doses, 24 hours post cisplatin or vehicle administration. For adoptive immunotherapy preparations, BMDCs were isolated from C57BL/6J mice fed an n-6 or n-3 PUFA-enriched diet for 8 weeks, following the protocol outlined in the Primary Cell Isolation and Analysis section. Briefly, BMDCs (3 × 10^6^ cells/plate) were cultured in 10 mL complete RPMI medium and stimulated with LPS (100 ng/mL) for 6 hours in bacteriological petri dishes. After stimulation, BMDCs were washed twice with PBS, counted, and prepared for injection. Mice from all experimental groups were monitored regularly for tumor growth, disease progression, and overall survival rates. Long-term survivors (>120 days tumor-free) that had previously received DC-based chemoimmunotherapy were subjected to tumor rechallenge. For this, mice were rechallenged i.p. with 1 × 10^6^ PPNM cells/mouse in PBS mixed 1:1 with Matrigel matrix to assess long-term immune protection.

### In vivo T cell depletion

Long-term survivor mice (>120 days tumor-free) following secondary tumor rechallenge were randomized into two groups: T cell depletion group: Treated with CD4-depleting antibody (Clone: GK1.5, BioXCell, Cat# BP0003–1) and CD8-depleting antibody (Clone: 2.43, BioXCell, Cat# BP0061). Control group: Received IgG2b isotype control (Clone: LTF-2, BioXCell, Cat# BP0090). Antibodies were administered every 3 days for 2 weeks before the third tumor rechallenge. Mice were then injected intraperitoneally (i.p.) with PPNM tumor cells (1 × 10^6^ cells/mouse in PBS mixed 1:1 with Matrigel matrix). T cell depletion therapy continued until the survival endpoint was reached.

### Statistical Analyses

All statistical analyses were performed using the GraphPad Prism software (version 10.0.3). Comparisons between two groups were assessed using unpaired two-tailed Student’s *t*-test. Multiple comparisons were assessed by one-way ANOVA including Tukey multiple comparisons test or two-way ANOVA with Šidák’s multiple comparison test with single pooled variance. Host survival rates were compared using the log-rank (Mantel–Cox) test. Data are presented as the mean ± s.e.m. Exact *P* values are shown, and values greater than 0.05 were considered statistically significant. The data shown are representative from single experiments with three or more biological replicates unless otherwise stated in the figure legends. Experiments were carried out at least three independent times with similar results, unless otherwise stated in the figure legends.

## Supplementary Material

Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- SuppTable1.docx
- SuppTable2.docx
- Suppltable3Fattyacidprofiles.xlsx
- SuppTable4DEGUpdown.xlsx
- SuppFigs.pdf

**Figure S1. Flow cytometry gating strategy and proportion of splenic immune cell subsets in mice under the different diets. A)** Representative gating workflow used to identify major splenic immune cell subsets. B) Mice were maintained on n-6 or n-3 PUFA-enriched diets for 9–10 weeks (n = 4 per group). Spleens were harvested, processed into single-cell suspensions, and stained for flow cytometric analysis of major immune cell populations. Bar graphs show the relative proportions of splenic immune subsets, including B cells, NK cells, macrophages, monocytes, neutrophils, dendritic cells, and T cells. Data are presented as mean ± SEM. Statistical significance was assessed using an unpaired two-tailed Student’s t-test. *P < 0.05, **P < 0.01

**Figure S2. Dietary PUFAs modulate co-stimulatory and MHC-I molecule expression in splenic DC subsets.** Mice were maintained on n-6 or n-3 PUFA-enriched diets for 9–10 weeks (n = 5 per group). DCs were isolated from spleen and stimulated with LPS (100 ng/mL) or vehicle control for 6 hours. Cells were then stained for surface expression of CD40, CD80, CD86, and MHC class I. Representative histograms and bar graphs depict expression levels of the indicated markers on: (A) conventional type 1 DCs (cDC1; CD11c^+^ MHC-II^+^ CD8α^+^) and (B) conventional type 2 DCs (cDC2; CD11c^+^ MHC-II^+^ CD11b^+^). Data are presented as mean ± SEM and represent at least two independent experiments. Statistical significance was assessed using one-way ANOVA followed by Tukey’s multiple comparisons test: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure S3**. **Effects of ex vivo exposure to defined n-6 and n-3 fatty acids**. Splenic dendritic cells (spDCs) isolated from chow diet–fed mice were treated ex vivo with the indicated purified n-6 (linoleic acid (LA), Adrenic acid (AA) alone or in combination) or n-3 (eicosapentaenoic acid (EPA), docosahexaenoic acid (DHA) alone or in combination) as described in the Methods. (A) Representative flow cytometry histograms showing CTV dilution in proliferating CD8^+^ T cells co-cultured with fatty acid–treated spDCs. (B) Quantification of T cell proliferation parameters, including percent divided and proliferation index. Data represent at least two independent experiments with comparable results and are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Tukey’s multiple-comparisons test: P < 0.05.

**Figure S4. Heat map of Nrf2-regulated genes differentially expressed in splenic DCs according to diet.** Heat maps show expression profiles of Nrf2 target genes in spDCs isolated from mice fed n-3 versus n-6 PUFA-enriched diets (n = 5 per group). Genes marked with an asterisk represent those significantly upregulated in n-3–conditioned spDCs that are implicated in glutathione biosynthesis and cellular detoxification (***Gss***, ***Gsr***, ***Shmt2***, ***Mgst1***, ***Gstp1***, ***Gstm5***, ***Gstt2***, and ***Gsta4***), as well as canonical Nrf2 targets involved in redox homeostasis (***Nqo1***, ***Prdx1***, ***Sod3***, ***Gpx1***, and ***Gpx3***). Data reflect relative mRNA expression levels from RNA-seq analysis.

**Figure S5. Glutathione–related metabolites in splenic DCs isolated from mice under PUFA-enriched diets.** spDCs were isolated from mice fed n-3 (n = 7) or n-6 (n = 8) PUFA-enriched diets. Cells were pooled by group, and targeted polar metabolomic profiling was performed by LC–MS/MS. Bar graphs depict fold changes in the relative abundance of metabolites involved in glutathione biosynthesis and redox regulation, including L-methionine, S-adenosylmethionine, S-adenosylhomocysteine, L-serine, L-glutamine, L-cystathionine, L-cystine, L-proline, glycine, acetyl-CoA, reduced glutathione (GSH), and oxidized glutathione (GSSG). Metabolite levels were normalized to cell number prior to analysis.

**Figure S6: Expression of glutathione-related amino acid transporters in splenic DCs from PUFA-fed mice:** RNA-seq data from spDCs isolated from mice receiving either an n-3 or n-6 PUFA-enriched diet (n = 5 per group) are presented as log-normalized counts for transporters associated with the uptake of cystine, cysteine/serine, glutamate, glutamine, glycine, and methionine/glutamine. Statistical significance was determined using unpaired two-tailed Student’s *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure S7. Dietary PUFAs shape the transcriptomic and functional profile of bone marrow–derived dendritic cells (BMDCs)**. Mice were maintained on n-6 or n-3 PUFA-enriched diets for 9–10 weeks. Bone marrow cells were isolated and differentiated with recombinant GM-CSF to generate BMDCs. CD11c^+^MHC-II^+^ BMDCs were sorted and analyzed as follows: (A) Ingenuity Pathway Analysis (IPA) of RNA-seq data identifying top significantly altered biological processes in BMDCs from n-6 vs. n-3 diet–fed mice (n = 5 per group). (B–C) Total intracellular GSH levels quantified using a Glutathione Assay Kit in (B) untreated or (C) LPS-stimulated BMDCs from each dietary group (n = 3 per group). (D–G) BMDCs from indicated diets were pulsed with OVA and co-cultured with OT-II (CD4^+^) or OT-I (CD8^+^) T cells for 72 h. (D, F) Representative CTV dilution histograms. (E, G) Quantification of T cell proliferation shown as percent divided and division index for OT-II (E) and OT-I (G) T cells (n = 4 per group). (B–G) Data are representative of at least two independent experiments and are presented as mean ± SEM. Statistical significance was assessed using an unpaired two-tailed Student’s t-test: *P < 0.05, **P < 0.01

## Figures and Tables

**Figure 1.**
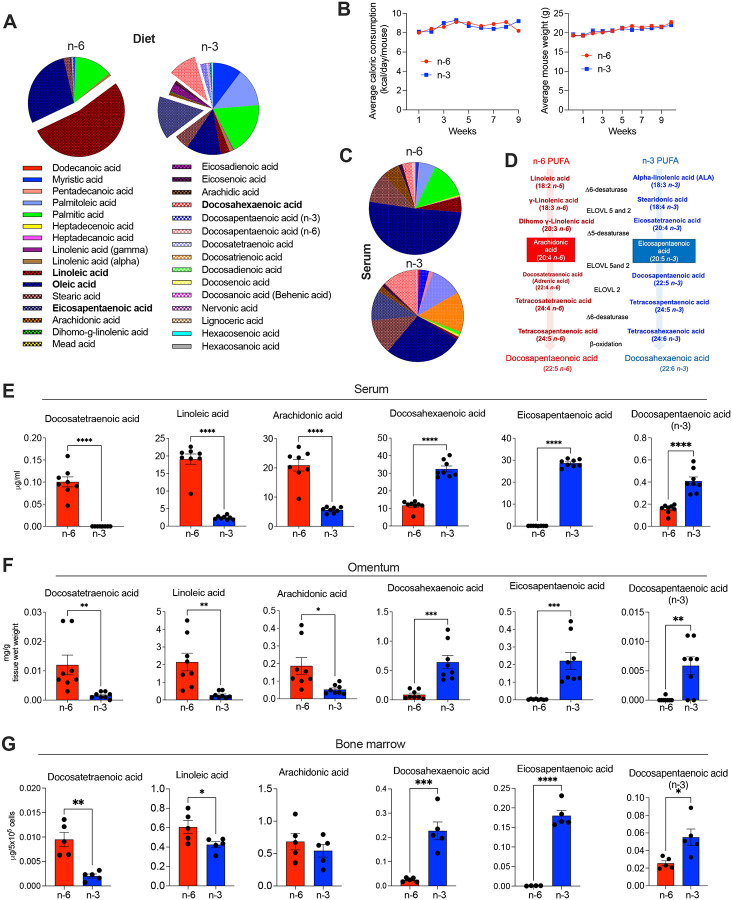
Systemic lipid composition in mice fed diets rich in n-3 or n-6 PUFAs. (A) Lipidomic profiling of the indicated diet pellets. (B) Time-course analysis of cumulative caloric intake (left) and body weight (right) in mice during the dietary intervention period (n = 9 mice per group). (C) Representative pie charts depicting the relative distribution of circulating fatty acids in serum after 9–10 weeks of dietary exposure (n = 8 per group). (D) Schematic of n-6 and n-3 PUFA biosynthetic pathways, highlighting intermediates and enzymes involved in AA and DHA production. (E–G) Quantitative lipidomics of serum (E), omentum (F), and bone marrow cells (G) showing diet-specific enrichment of n-6 and n-3 PUFA species (n = 5–8 per group). Data in (E–G) are presented as mean ± SEM. Statistical significance was determined using unpaired two-tailed Student’s *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2.**
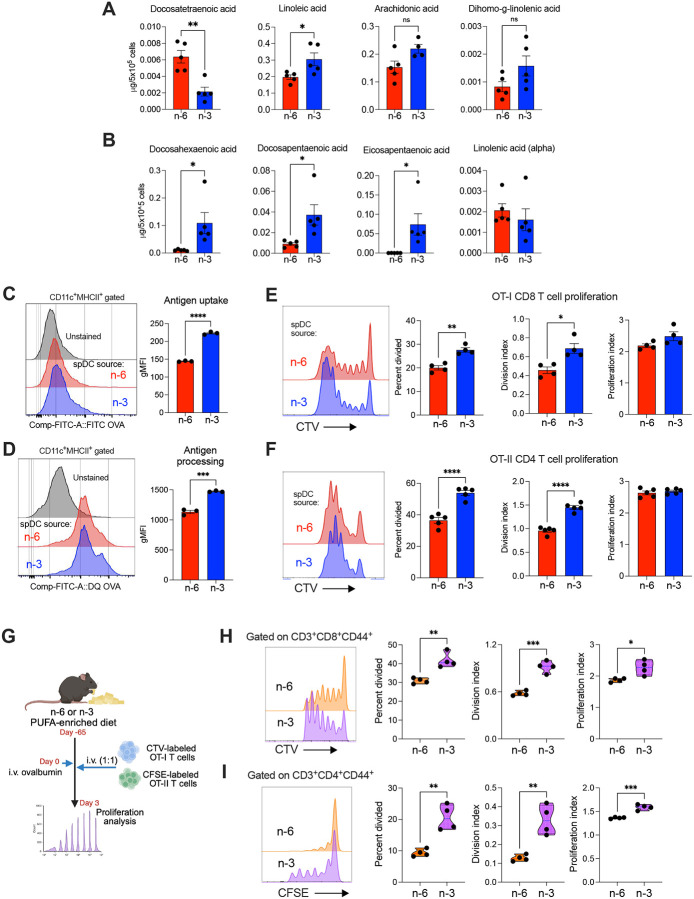
Dietary PUFAs govern DC lipid composition and immunogenic function. Splenic DCs (spDCs) were isolated from mice fed n-6 or n-3 PUFA-enriched diets for 9–10 weeks. (A–B) Quantitative lipidomic analysis of intracellular n-6 and n-3 PUFA species in purified DCs (n = 4–5 per group). (C) Antigen uptake assessed by flow cytometry using fluorescently labeled ovalbumin (OVA); representative histograms and quantification are shown (n = 3 per group). (D) Antigen processing measured by DQ-OVA cleavage (n = 5 per group). (E–F) OVA-pulsed spDCs from the indicated diets were cocultured with OT-I or OT-II T cells for 3 d, and T cell proliferation (CTV dilution) was assessed by flow cytometry; percent divided, division index, and proliferation index are shown (n = 4–5 per group). (G–I) In vivo antigen presentation assays (n = 4 per group). (G) Experimental scheme. (H-I) Representative histograms and violin plots showing CTV and CFSE dilution in proliferating OT-1 (H) and OT-II (I) T cells with quantification of percent divided, division index, and proliferation index. (C-F) Data represent at least two independent experiments with similar results. Data are presented as mean ± SEM. Statistical significance was determined using unpaired two-tailed Student’s *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 3.**
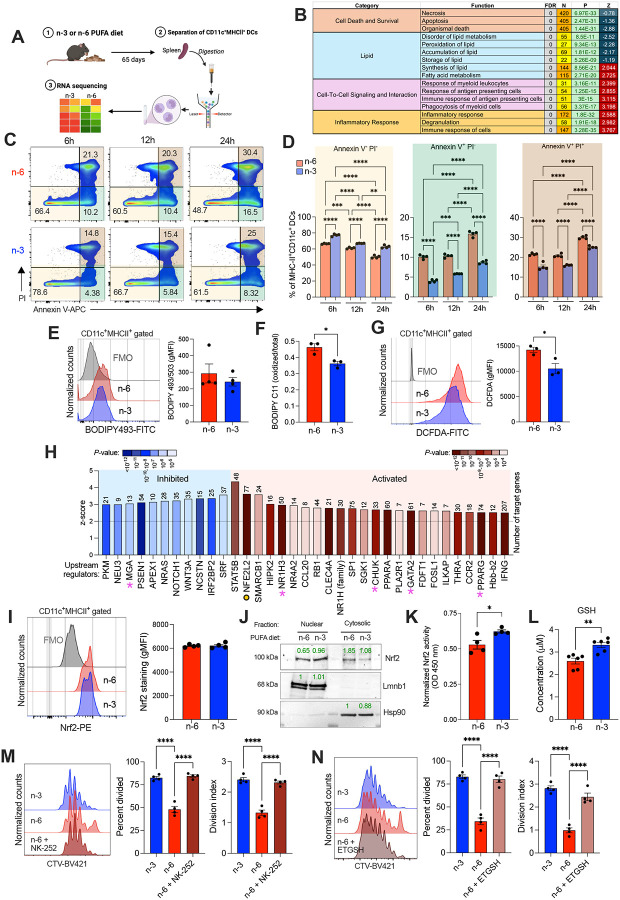
Nrf2 regulates redox homeostasis and preserves DC function according to dietary PUFAs. Mice were maintained on n-6 or n-3 PUFA-enriched diets for 9–10 weeks. Splenic DCs (CD11c^+^MHCII^+^) were sorted and analyzed. (A) Experimental workflow for RNA-seq and mechanistic studies on spDCs from diet-conditioned mice. (B) Ingenuity Pathway Analysis (IPA) of RNA-seq data highlighting enriched and suppressed biological functions in n-3 vs. n-6 spDCs (n = 5 per group). (C–D) Viability of diet-conditioned spDCs assessed over time using Annexin V and PI staining (n = 4 per group). (E) Levels of intracellular neutral lipids measured by BODIPY 493/503 staining (n = 4 per group). (F) Lipid peroxidation assessed by BODIPY 581/591 C11 staining (n = 3 per group). (G) Intracellular ROS levels determined by DCFDA staining (n = 3 per group). (H) IPA-predicted upstream regulators of differentially expressed genes, identifying Nrf2/NFE2L2 (highlighted in yellow circle) as a top upstream regulator in n-3 spDCs. (I) Total NRF2 protein levels in spDCs measured by flow cytometry (n = 4 per group). (J) Representative western blot showing nuclear and cytoplasmic NRF2 localization in spDCs from n-3 and n-6 diet-fed mice. (K) Nrf2 transcriptional activity in nuclear extracts measured by TransAM Nrf2 DNA-binding ELISA (n = 4 per group). (L) Total intracellular glutathione (GSH) levels in the indicated DCs (n = 6 per group). (M) Antigen presentation assay using OVA-pulsed spDCs from n-6 diet-fed mice pretreated with or without the Nrf2 activator (NK-252) and then co-cultured with CellTrace Violet (CTV)-labeled OT-I T cells (n = 4 per group). (N) Similar antigen presentation assay as in (M), with pretreatment using the glutathione donor (ETGSH) (n = 4 per group). CTV dilution was assessed after 72 h of co-culture to evaluate T cell proliferation. Representative histograms, percent divided cells, and division index are shown. (C–G, I–N) Data represent at least two independent experiments. Data in (D–G, I, K–N) are presented as mean ± SEM. Statistical analysis was performed using unpaired two-tailed Student’s t-test (F–G, K–L) or one-way ANOVA with Tukey’s post hoc test (D, M–N): *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 4.**
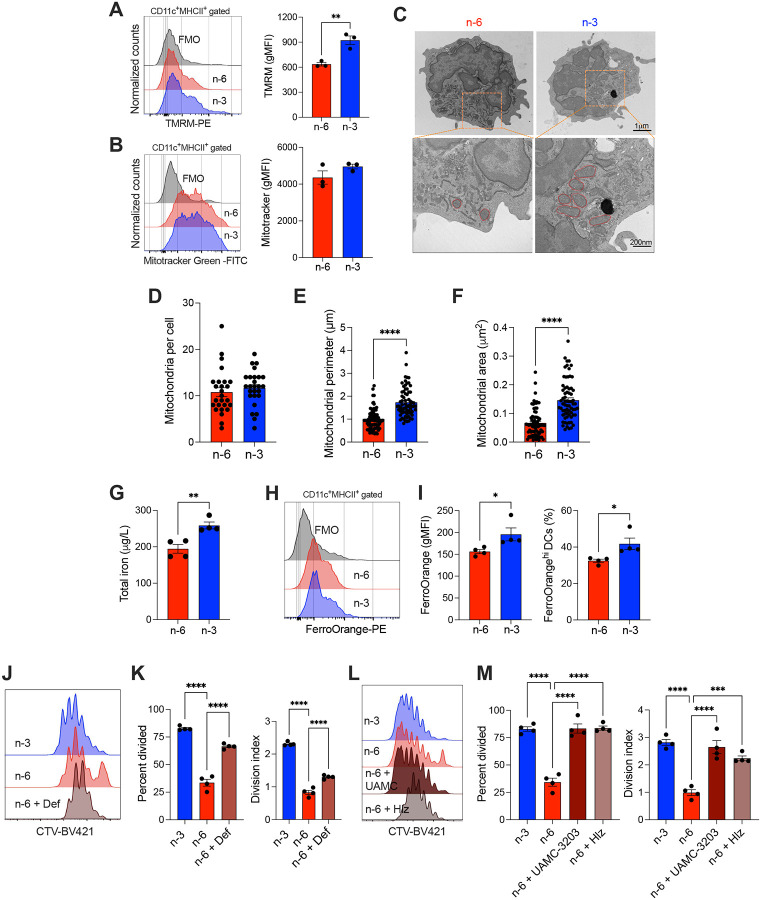
DCs conditioned by an n-6 PUFA–enriched diet exhibit ferroptosis-driven dysfunction. (A–B) Mitochondrial membrane potential and mass measured in spDCs using TMRE and MitoTracker Green staining, respectively; representative histograms and quantification are shown. (C–F) Transmission electron microscopy (TEM) of spDCs isolated from diet-conditioned mice. (C) Representative images of mitochondrial ultrastructure; top row scale bar, 1 μm; bottom row, 200 nm. (D–F) Quantification of mitochondrial number per cell (D), perimeter (E), and area (F). (G–H) Intracellular labile Fe^2+^ was measured in spDCs using FerroOrange staining; representative histograms and geometric mean fluorescence intensity (gMFI) values are shown (n = 4 per group). (I–K) Antigen presentation assays were performed using OVA-pulsed spDCs from n-6 diet-fed mice pretreated with or without the intracellular iron chelator deferiprone, followed by coculture with CellTrace Violet (CTV)-labeled OT-I T cells (n = 4 per group). (L–M) Similar assays as in (I–K), with pretreatment using ferroptosis inhibitor UAMC-3203 or Hydralazine. CTV dilution was measured after 72 hours of co-culture to assess T cell proliferation. Representative histograms, percent of divided cells, and division index are shown. (A–B, G–M) Data represent at least two independent experiments and are presented as mean ± SEM. Statistical significance was determined using unpaired two-tailed Student’s t-test (A–I) or one-way ANOVA followed by Tukey’s post hoc test (D, J–M)): *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 5.**
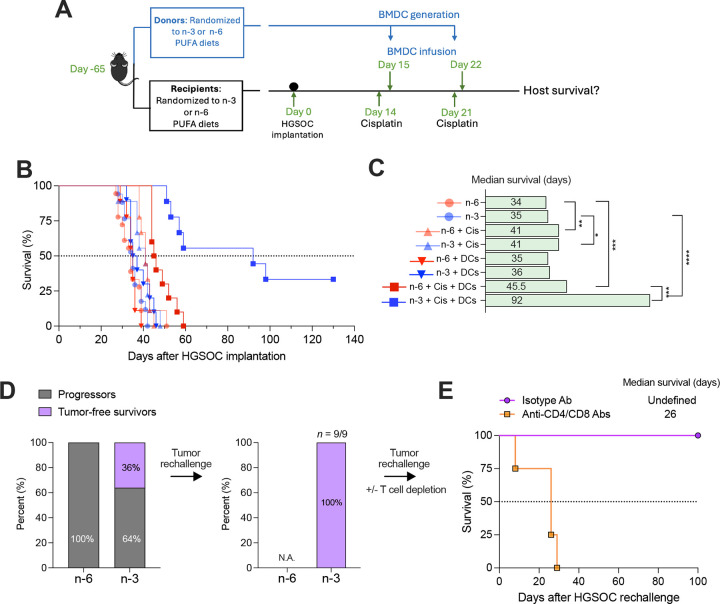
DCs from mice fed a diet rich in n-3 PUFAs elicit durable anti-tumor immunity. (A) Schematic of in vivo experimental workflow: mice maintained on n-3 or n-6 PUFA diets were challenged i.p. with PPNM HGSOC cells, then treated with cisplatin followed by I.P. delivery of matched BMDCs. Two weeks after tumor implantation, recipient mice (n = 9–17 per group) were treated as indicated. BMDCs were obtained from mice under the corresponding diets for the same length and infused I.P. at 3 × 10^6^ cells/mouse each cycle. (B–C) Kaplan–Meier survival analysis of tumor-bearing mice (n = 9–17 per group) treated with cisplatin and/or BMDCs from the indicated diets. (D) Long-term survivors (n = 9 of 25 pooled from two independent experiments) were rechallenged I.P. with PPNM cells at day 120. Mice were monitored for an additional 120 days; the proportion of tumor rejectors is shown on the right. (E) Tumor rejectors from (D) were randomized to receive either isotype control (n = 5) or CD4 plus CD8 T cell–depleting antibodies (n = 4) every 3 days for 2 weeks, followed by a third tumor rechallenge. Kaplan–Meier survival is shown. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

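RNA from 20 libraries was compared: splenic cDCs from 5 mice on the n-6 and 5 on the n-3 diet, and BMDCs from 5 mice on each diet. The label CO was read as the corn oil-based n-6 diet and FO as the menhaden (fish) oil-based n-3 diet. The authors removed adapters with cutadapt, aligned reads with bowtie2 through RSEM to the Ensembl GRCm38 transcriptome, and deposited RSEM's expected counts per gene as whole numbers, without scaling for library size and without a filter. Whether the strand of the reads was used, and at which step the expected counts were rounded, is not stated in the paper's text. Of 55401 genes, 55164 were matched by their transcripts to the GENCODE M21 annotation, from which coordinates and identifiers come, and 110 genes repeat the symbol of another.

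Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. Each cell type was fitted on its own, since the library kits differ. Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total 15), scaled by TMM and compared between the diets with the quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. The diet by cell type interaction was tested in 1 fit of all 20 libraries. Scores are the mean log2 CPM (prior count 2) of the expressed genes of a list, compared by two-sided exact permutation tests with Benjamini-Hochberg adjustment over 10 sets and, separately, over the 15 marker scores of splenic DCs and the 14 of BMDCs. The difference of a score's diet effect between the cell types was tested by exact permutation within cell types. The reference of that test is no diet effect in either cell type, rather than equal effects. Splits of the libraries were drawn with seed 1.

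The fits were tested on simulated data, with counts drawn for the real genes from their mean expression and the real library sizes, in which 200 genes were raised or lowered by 1 on the log2 scale in the n-3 libraries. The edgeR fit called 100% of them in splenic DCs with 14 false calls and 99.5% in BMDCs with 5, and the interaction test called 92.4% of 198. DESeq2 called 99.5% in each cell type, with 22 false calls in splenic DCs and 19 in BMDCs. False calls were 9.95% and 8.72% of all calls with DESeq2, against 6.54% and 2.45% with edgeR. All simulated genes had the same spread between mice, and those changed had a mean above 1 CPM. For the interaction, genes were changed in BMDCs only. No mix of cells that varies between mice was simulated. Real changes were often smaller, with a median log2 fold change of -0.34 among falls in splenic DCs and a median absolute value of 0.33 in BMDCs. These shares do not cover such cases.

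Alternatives were DESeq2, other thresholds, other filters, other scaling, a replicate block, both cell types in 1 fit, each mouse left out, the libraries numbered 26 to 30 left out or set as a batch, covariates for marker scores and, chosen after the data were seen, the position of a library. The text names the genes the paper names, genes of the lists written before the counts were seen, the 5 largest rises and falls per cell type among called genes with a mean of at least 1 CPM and no overlap between the diets, and the 10 genes called in both cell types with the smallest adjusted p-values, except some that are not reported here. Genes of the lists that are named one by one were picked after their values were seen. Total counts per library ranged from 46844923 to 57897413 in splenic DCs and from 29142262 to 34453423 in BMDCs, and the number of mice limits the precision more than this depth. The authors' MultiQC report, Ingenuity Pathway Analysis and Supplemental Table 4 were not used here, and flow cytometry, metabolite and tumor data were not analysed here.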

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

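Of the tests named here, the relation within diets, the comparison with reordered scores, the test of library totals, the test of the scores between the cell types, the splits for the interaction and the alternatives for the marker scores were chosen only after results were seen. Among 388 groups of 5 mice examined for a mouse far from the others (a gap to the nearest mouse above 0.71 of the range), 38 held one, where chance gives about 19. Of these, 21 were values of n-3 replicate 4 in splenic DCs.

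In n-3 replicate 4 of splenic DCs the CPM against the range of the other n-3 mice were Alas2 (31.5 against 1.73 to 2.48), Apoc1 (27.4 against 5.56 to 7.25), Apoe (1490 against 672 to 827), C1qb (676 against 201 to 272), C1qc (743 against 215 to 297), Cd163 (204 against 25.6 to 39.6), Cd5l (419 against 98.5 to 162), Gclc (67 against 84.3 to 88.1), Gfra2 (80 against 19.3 to 26), Gpx3 (8.5 against 1.49 to 3.44), Gsta4 (5.14 against 1.3 to 1.9), Hbb-bs (923 against 58.5 to 71.3), Hmox1 (635 against 182 to 290), Lpl (47 against 12 to 21.8), Mrc1 (305 against 46.5 to 90.7), Slc1a3 (43.6 against 10.7 to 13.8), Slc4a1 (20.9 against 0.275 to 2.04), Vcam1 (2230 against 470 to 719) and Vsig4 (10.3 against 1.02 to 2.62). Its mean log2 CPM was 5.74 for the erythroid score, against 2.89 to 3.06, and 7.88 for the red pulp macrophage score, against 6.19 to 6.55. Many of these genes belong to lists of red pulp macrophage and erythroid genes, so that RNA of such cells among the sorted cells is a candidate explanation. Over the 10 mice, each taken minus its diet mean, the mean of the 13 named Nrf2 and glutathione genes followed the red pulp macrophage score (Pearson r = 0.889, permutation p = 0.0114, Benjamini-Hochberg adjusted over 4 relations 0.0228). By rank the relation missed the threshold after adjustment (Spearman rho = 0.733, permutation p = 0.019, adjusted 0.0761). Pearson r was 0.695 without the 2 mice farthest from the median, of which this mouse was 1. The explanation by RNA of such cells remains open. Without this mouse, 1052 genes were called in splenic DCs, 1000 of them among the 1381. No biological explanation for a difference of 1 mouse from the others of its diet was tested.

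Other mice of splenic DCs that lay far from the rest of their group were n-6 replicate 3 for Alas2 (0.894 CPM against 0.0962 to 0.252), n-6 replicate 4 for Gstp1 (138 CPM against 128 to 131), n-6 replicate 4 for Gstt2 (4.93 CPM against 5.65 to 5.92), n-3 replicate 1 for Nqo1 (2.31 CPM against 0.792 to 1.13), n-6 replicate 5 for Slc38a5 (0.12 CPM against 0.0192 to 0.0361), n-6 replicate 1 for Vsig4 (0.343 CPM against 0.0514 to 0.108), n-3 replicate 1 for the library total (46844923 counts against 52267969 to 54368407), n-3 replicate 3 for the NK cell score (1.34 against 1.84 to 2.01) and n-3 replicate 1 for the plasma cell score (4.82 against 6.14 to 6.44). In BMDCs they were n-3 replicate 5 for Crim1 (7.29 CPM against 3.23 to 3.79), n-3 replicate 1 for Lpl (4270 CPM against 4550 to 4640), n-3 replicate 5 for Lrrc32 (133 CPM against 85.5 to 97.8), n-6 replicate 1 for Nfe2l2 (587 CPM against 655 to 664), n-6 replicate 2 for Ptgs2 (9.18 CPM against 7.62 to 7.92), n-6 replicate 1 for Slc38a1 (80.5 CPM against 69.5 to 72.3), n-3 replicate 5 for Slfn4 (6.57 CPM against 2.04 to 3.02) and n-3 replicate 5 for the plasmacytoid DC score (2.88 against 2.73 to 2.76). Over all 388 groups chance gives about 19 such values, so that those outside n-3 replicate 4 form no pattern by their number. No difference in library totals between the diets was detected (exact permutation test, p = 0.238 in splenic DCs and 0.437 in BMDCs). That test compares the diets, so that it cannot say why the total of n-3 replicate 1 lies below those of its own group. No biological explanation was tested for these mice.

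The diet effect differed between the cell types for 37 named genes (edgeR's test of the interaction) and 7 scores (exact permutation test within cell types), each with Benjamini-Hochberg adjustment. The log2 fold change in BMDCs minus that in splenic DCs was positive for Ptgs2 (2.38), Gclc (0.667), Cd40 (0.994), Cd80 (0.576), Cd83 (0.918), Cd274 (0.92), Ccr7 (1.01), Pmaip1 (1.13), Rnf43 (1.25), Ccnd1 (1.09), Lrrc32 (2.45), Nr4a3 (1.28), Egr1 (1.84) and Egr2 (1.74). It was negative for Gsr (-0.442), Shmt2 (-0.247), Mgst1 (-2.08), Gstt2 (-0.698), Nqo1 (-1.65), Gpx3 (-1.7), Slc1a2 (-1.54), Hmox1 (-1.82), Gstm1 (-1.94), Lpl (-2.62), Pparg (-1.39), Mrc1 (-3.47), Vcam1 (-2.04), Cd163 (-4.15), C1qb (-2.16), C1qc (-2.26), Cd5l (-2.7), A130071D04Rik (-1.2), Gm37033 (-1.07), Gpr34 (-0.794), Adgre4 (-2.13), Hp (-2.3) and Gfra2 (-1.45). For the scores it was 0.734 for the costimulation score, -0.775 for the phagocytosis score, -2.95 for the erythroid score, 0.492 for the mature DC score, -0.492 for the monocyte score, -2.01 for the red pulp macrophage score and 0.91 for the immediate-early score. Other splits of the libraries of both cell types gave as many genes with an interaction in 1 of 60 splits, the real one included. The cell types were prepared with different library kits, so that a difference between kits cannot be told apart from one between cell types, and this was not tested. A different mix of cells in the sorted splenic DCs could also give these differences, since the red pulp macrophage and erythroid scores rose in splenic DCs. With the red pulp macrophage score as a covariate 0 genes were called in splenic DCs, and this explanation cannot be told apart from an effect of the diet.

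The paper does not report scores of marker genes in the sorted splenic DCs. Of 15 such scores, which cover other cells, DC subsets, mature DCs, proliferation and immediate-early genes, 6 differed between the diets at an adjusted p under 0.05: basophil and mast cell (0.761, 4 of 5 n-3 mice above all n-6 mice), erythroid (2.94, 5 of 5 n-3 mice above all n-6 mice), mature DC (-0.347, 4 of 5 n-3 mice below all n-6 mice), monocyte (0.53, 5 of 5 n-3 mice above all n-6 mice), NK cell (0.737, 4 of 5 n-3 mice above all n-6 mice) and red pulp macrophage (2.25, 5 of 5 n-3 mice above all n-6 mice), each with a Benjamini-Hochberg adjusted p of 0.0397 by the exact permutation test, given as n-3 minus n-6 on the log2 scale. Under the alternatives run, the erythroid, monocyte and red pulp macrophage scores kept their direction and passed the threshold. The other 3 missed it in most of the 10 fits that each left out 1 mouse. These were 8 fits for basophil and mast cell, 8 for NK cell and 7 for mature DC. The basophil and mast cell score also missed it with library totals and with a prior count of 0.5. For the scores other than that of mature DCs, a candidate explanation is a different number of other cells, or of their RNA, among the sorted cells, and another is that DCs of the diets express these genes differently. With the red pulp macrophage score as a covariate 0 genes were called, with 1190 at an unadjusted p under 0.05. Reorderings of the score within each diet left as few calls in 38 of 50 cases, because the score follows the diet (r = 0.917). The covariate therefore cannot separate the explanations, and the rise of these scores cannot be told apart from a different mix of cells.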

How the results depend on the processing

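The alternatives were set before the data were examined, except the covariate for the position of a library and every alternative for the cell type marker scores, which were chosen after values were seen. The cause of the changes given here was not tested. A gene is called at an adjusted p under 0.05 unless another threshold is named, log2 fold changes are n-3 over n-6, and a gene listed with a value in parentheses changed the direction of its log2 fold change to that value.

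In splenic DCs, the Nrf2 target (0.44 to 0.50), lipid storage (0.31 to 0.41), lipid peroxidation and ferroptosis (0.31 to 0.41), phagocytosis (0.77 to 0.90), costimulation (-0.55 to -0.42), Wnt target (-0.18 to -0.052), apoptosis (-0.051 to -0.018), proapoptotic (-0.050 to -0.014) and antigen presentation (-0.035 to -0.0025) scores kept their direction and their side of the threshold under camera, camera with the replicate number as a block, a prior count of 0.5, all genes with at least 1 count, library totals, the median z-score and each mouse left out, with the range of their log2 differences in parentheses. The correlation of the diet effects in splenic DCs and BMDCs was 0.0852 among genes called in splenic DCs, 0.0358 among genes with a mean of at least 10 CPM in both and 0.0669 with the replicate block. The interaction was called for 1668 genes with DESeq2, 925 without a filter on low counts and 882 with the replicate block. The spleen count was within 1.5 times of that of the edgeR fit without a filter on low counts (1175), with at least 10 counts in every library (1369), with DESeq2's size factors in edgeR (1389), with library totals (1314) and with hemoglobin and immunoglobulin genes removed (1481), and the BMDC count was so under the same alternatives (776, 765, 686, 994 and 689 genes).

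With DESeq2, 2205 genes (1238 higher, 967 lower) were called in splenic DCs, among them 1368 of the 1381, and 1266 genes (740 higher, 526 lower) in BMDCs, among them 681 of the 687. Both cell types shared 303 genes, 154 of them in the same direction. With both cell types in 1 fit, 2196 genes (1284 higher, 912 lower) were called in splenic DCs and 242 genes (145 higher, 97 lower) in BMDCs, with 1300 and 216 of the genes called in the separate fits. At an unadjusted p under 0.05 the numbers were 3704 genes (1929 higher, 1775 lower) in splenic DCs, 3057 genes (1624 higher, 1433 lower) in BMDCs and 859 in both, 468 in the same direction. With DESeq2 and an unadjusted p under 0.05 they were 4191 genes (2215 higher, 1976 lower) and 3052 genes (1652 higher, 1400 lower). An adjusted p under 0.05 with an absolute log2 fold change of at least 1 left 446 genes (416 higher, 30 lower) and 30 genes (17 higher, 13 lower), and the same with DESeq2 left 549 genes (502 higher, 47 lower) and 29 genes (20 higher, 9 lower). These fold change limits left 5 and 6 of the 13 named Nrf2 and glutathione genes.

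A fit with the replicate number as a block treats same-numbered mice of the diets as pairs, although they are different animals. The residuals of same-numbered libraries had a mean correlation of -0.0616 in splenic DCs and 0.0453 in BMDCs, against 0.0153 and -0.0115 for libraries of different numbers. With the block, 581 genes (402 higher, 179 lower) were called in splenic DCs, 558 of them among the 1381, and 1109 genes (677 higher, 432 lower) in BMDCs, 640 of them among the 687. Of the 13 named genes 3 were called. The block changed the direction of Gm37033 (0.0047) in splenic DCs and of Gstm5 (-0.0069) in BMDCs. The block also used with camera gave Benjamini-Hochberg adjusted p-values that passed the threshold, where the scores had not, for the B cell (3.89e-06), cDC2 (0.0116), plasma cell (0.00173) and immediate-early (1.93e-16) scores in splenic DCs and the antigen presentation (5.79e-04), phagocytosis (0.00343), cDC1 (0.00739), mature DC (0.00489), neutrophil (0.0142), proliferation (5.15e-14), red pulp macrophage (4.19e-10) and immediate-early (3.01e-11) scores in BMDCs, and that missed it, where the scores had passed, for the lipid storage (0.0867) and lipid peroxidation and ferroptosis (0.0761) scores in BMDCs.

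Without the libraries numbered 26 to 30, 532 genes (419 higher, 113 lower) were called in splenic DCs, 508 of them among the 1381, and 124 genes (80 higher, 44 lower) in BMDCs, 122 of them among the 687. Of the 13 named genes 4 were called. The direction changed for 9930017N22Rik (-0.29) in splenic DCs and Gstm5 (-0.087) in BMDCs. With these libraries as a batch term in the fit of all libraries, 732 genes (551 higher, 181 lower) were called in splenic DCs, 694 of them among the 1381, and 406 genes (223 higher, 183 lower) in BMDCs, 363 of them among the 687, and 8 of the 13 named genes. The batch term changed the direction of 9930017N22Rik (-0.29) in splenic DCs and Gstm5 (-0.084) in BMDCs.

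The position of a library along the replicate numbers, with n-6 before n-3, was correlated with the diet at r = 0.87. With it as a covariate, 0 genes (0 higher, 0 lower) were called in splenic DCs and 0 genes (0 higher, 0 lower) in BMDCs, where 1196 and 736 genes had an unadjusted p under 0.05. Of the 13 named genes 0 were called, or 4 when adjusted over these genes alone, and 0 of the 4 named transporters. The direction changed in splenic DCs for Cd274 (0.0057), Gm37033 (0.063), Gpr34 (0.050), Irf2bp2 (0.23), Keap1 (-0.0080), Notch1 (-0.10), Slc1a5 (0.0052) and Slc7a11 (0.72). It changed in BMDCs for Bmp2 (-0.42), Ccnd1 (-0.13), Ccr7 (-0.083), Cd163 (0.080), Cd274 (-0.10), Cd40 (-0.020), Cd80 (0.0053), Gclc (-0.025), Gclm (-0.057), Gpr183 (0.25), Gpr34 (0.19), Gpx1 (-0.0033), Gsr (-0.19), Gstm1 (-0.23), Gstm5 (-0.20), Gstp1 (-0.21), Hmox1 (-0.079), Irf2bp2 (-0.050), Keap1 (-0.021), Lpl (-0.073), Mrc1 (0.27), Nqo1 (-0.10), Prdx1 (-0.046), Shmt2 (0.14), Slc1a2 (-0.77), Slc38a1 (0.11), Slc3a2 (-0.043), Slc7a11 (-0.10), Slfn4 (-0.20), Tnfrsf1a (-0.032) and Vcam1 (-0.19).

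With the red pulp macrophage score as a covariate, 0 genes (0 higher, 0 lower) were called (1190 at an unadjusted p under 0.05), with 0 of the 13 named genes over all genes tested, 0 over these genes alone and 0 of the named transporters. The direction changed for 9930017N22Rik (-0.78), Alas2 (-1.59), B430306N03Rik (-0.41), Bmp2 (0.68), Cd274 (0.22), Cd40 (0.14), Cdhr3 (0.26), Egr1 (0.21), Egr2 (0.25), Gclm (-0.17), Gfra2 (-0.25), Gm37033 (0.43), Gpr183 (0.066), Gpx3 (-0.98), Gstm5 (-0.29), Gstt2 (-0.19), Hbb-bs (-1.51), Hmox1 (-0.0029), Irf2bp2 (0.037), Keap1 (-0.033), Notch1 (-0.23), Plin2 (-0.10), Ptgs2 (0.22), Slc13a3 (-0.79), Slc1a3 (-0.0083), Slc1a5 (0.44), Slc7a11 (0.065), Slc7a8 (-0.67) and Vcam1 (-0.29). With the erythroid score, 0 genes (0 higher, 0 lower) were called (1260 at an unadjusted p under 0.05), with 0 of the 13 named genes over all genes tested, 1 over these genes alone and 0 of the named transporters, and the direction changed for 9930017N22Rik (-0.064), Alas2 (-0.59), Bmp2 (0.36), Cd274 (0.064), Gm37033 (0.30), Gpx3 (-0.11), Gstm5 (-0.044), Gstt2 (-0.012), Hbb-bs (-0.52), Notch1 (-0.15), Slc1a5 (0.17), Slc7a11 (0.25) and Slc7a8 (-0.21). With the B cell score, 14 genes (13 higher, 1 lower) were called (2020 at an unadjusted p under 0.05), with 0 of the 13 named genes over all genes tested, 8 over these genes alone and 0 of the named transporters, and the direction changed for A130071D04Rik (0.073), Gm37033 (0.44), Gm43813 (0.16), Irf2bp2 (0.056) and Slc7a11 (0.048). With the monocyte score, 0 genes (0 higher, 0 lower) were called (970 at an unadjusted p under 0.05), with 0 of the 13 named genes over all genes tested, 0 over these genes alone and 0 of the named transporters, and the direction changed for 9930017N22Rik (-1.10), Cd36 (-0.20), Cd40 (0.13), Dtx1 (0.16), Irf2bp2 (0.068), Nfe2l2 (-0.17), Notch1 (-0.29), Slc7a11 (0.17) and Tnfrsf1a (-0.019). With the neutrophil score, 1028 genes (652 higher, 376 lower) were called, 990 of them among the 1381, and the direction changed for 9930017N22Rik (-0.020) and Gm37033 (0.021).

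Of the other amino acid transporter genes, 2 were called. The number was 0 with the position covariate, with the red pulp macrophage covariate, with the erythroid covariate, with the B cell covariate, with the monocyte covariate, with an absolute log2 fold change of at least 1 and with that limit and DESeq2. The number was 1 without a filter on low counts, with the replicate block, without the libraries numbered 26 to 30, with the batch term and with the neutrophil covariate. The number was 4 with both cell types in 1 fit, at an unadjusted p under 0.05 and at an unadjusted p under 0.05 with DESeq2.

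Library totals in place of TMM moved the median log2 fold change of all BMDC genes to -0.055, against -7.0e-04 in splenic DCs. The BMDC split became 280 higher and 714 lower genes, or 28.2% higher against 56.3%, and 575 of the 687 genes were called. Library totals changed the direction of Gm37033 (0.0013) in splenic DCs and of Bmp2 (-0.045), Ccr7 (-0.017), Gpx1 (-0.017), Gstm1 (-0.0079), Gstm5 (-0.052) and Lpl (-0.038) in BMDCs. They changed the direction of the apoptosis (-0.021), proapoptotic (-0.038), basophil and mast cell (-0.0031) and monocyte (-0.013) scores in BMDCs, and left on the other side of the threshold the basophil and mast cell (0.76) score in splenic DCs and the Nrf2 target (0.11), lipid storage (0.073), lipid peroxidation and ferroptosis (0.016) and costimulation (0.20) scores in BMDCs. With no filter on low counts, with at least 10 counts in every library and with hemoglobin and immunoglobulin genes removed, Gm37033 changed direction in splenic DCs, to 0.0013, 0.0027 and 7.9e-04.

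For the scores, all genes with at least 1 count took the Notch target (0.26) score in splenic DCs past the threshold and left the Nrf2 target (0.16), lipid storage (0.086), lipid peroxidation and ferroptosis (0.076) and costimulation (0.27) scores in BMDCs short of it. A prior count of 0.5 left the basophil and mast cell (0.86) score in splenic DCs short of it. The median z-score, whose differences are in z units, left the lipid storage (0.57), lipid peroxidation and ferroptosis (0.49) and costimulation (0.93) scores in BMDCs short of it and took the phagocytosis (0.80) score past it. Camera, a test across genes whose Benjamini-Hochberg adjusted p-values are given here, took past the threshold the B cell (4.12e-05), cDC2 (0.0309), plasma cell (5.34e-04) and immediate-early (2.54e-17) scores in splenic DCs and the antigen presentation (9.29e-04), phagocytosis (0.00506), mature DC (0.00575), proliferation (1.17e-12), red pulp macrophage (5.01e-06) and immediate-early (4.30e-09) scores in BMDCs. It left the lipid peroxidation and ferroptosis (0.101) score in BMDCs short of it and changed the direction of the erythroid (0.954) score.

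Across the 10 fits of splenic DCs that each left out 1 mouse, the number of genes called ran from 724 to 1403, with from 497 to 889 higher and from 227 to 514 lower, from 7 to 13 of the 13 named genes and from 1 to 2 of the other transporter genes. Across the 10 fits of BMDCs it ran from 165 to 933, with from 100 to 537 higher and from 65 to 396 lower. Leaving out 1 mouse also raises the smallest p that the exact permutation test can give. Scores that crossed the threshold or changed direction in at least 1 of these fits were, in splenic DCs, Notch target (from 0.13 to 0.21) and the marker scores B cell (from 0.63 to 0.94), basophil and mast cell (from 0.64 to 0.89), cDC1 (from -0.068 to 0.034), mature DC (from -0.40 to -0.29), NK cell (from 0.61 to 0.85), proliferation (from -0.079 to 0.053) and immediate-early (from -0.86 to -0.62). In BMDCs they were Nrf2 target (from 0.13 to 0.19), apoptosis (from 0.023 to 0.039), lipid storage (from 0.10 to 0.15), lipid peroxidation and ferroptosis (from 0.058 to 0.080), antigen presentation (from 0.082 to 0.12), costimulation (from 0.20 to 0.28) and phagocytosis (from 0.063 to 0.10) and the marker scores basophil and mast cell (from -0.037 to 0.18), erythroid (from -0.056 to 0.036), monocyte (from -0.0080 to 0.060), plasmacytoid DC (from 0.11 to 0.17), proliferation (from -0.31 to -0.21), red pulp macrophage (from 0.19 to 0.27) and T cell (from -0.013 to 0.17). Genes that changed direction in at least 1 of these fits were 9930017N22Rik (from -0.051 to 0.25), A130071D04Rik (from -0.17 to 0.040), Gm37033 (from -0.16 to 0.12), Slc3a2 (from -3.5e-04 to 0.16) and Slc7a11 (from -0.32 to 0.038) in splenic DCs and Bmp2 (from -0.13 to 0.12), Ccr7 (from -0.0055 to 0.062), Cd80 (from -0.059 to 0.026), Gpr183 (from -0.13 to 0.032), Gstm1 (from -4.3e-04 to 0.10), Gstm5 (from -0.077 to 0.10), Lpl (from -0.0037 to 0.039), Mgst1 (from -0.072 to 0.060), Nfe2l2 (from -0.064 to 0.0035), Nr4a3 (from -0.13 to 0.0041) and Pparg (from -0.0032 to 0.19) in BMDCs.

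Over all alternatives and all named genes in both cell types, 666 other comparisons no longer passed the threshold, 82 passed it where the gene had not been called, and 3046 kept their direction and their side of it. Depth limits the genes of low expression most, since Slc38a5, Gsta4, Nqo1, Sod3 and Gstm5 had n-6 means of 0.0462, 0.297, 0.302, 0.344 and 0.618 CPM in splenic DCs.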

Differences from the paper's values

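None of the tests named here was chosen after its result was seen. With the main edgeR fit, the numbers of genes that differ between the diets in splenic DCs do not differ from the paper's by the limits used here: 1381 genes against the paper's 1246, 843 higher against the paper's 762 and 538 lower against the paper's 484. The total did differ in other edgeR fits, at 581 with the replicate block, 2196 with both cell types in 1 fit and 532 without the libraries numbered 26 to 30. It was 732 with the batch term, 778 without n-6 replicate 2 and 724 without n-6 replicate 4. It also differed with the red pulp macrophage, erythroid, monocyte and B cell covariates, and with the other p-value or fold change limits. In the other edgeR fits compared the total did not differ. With DESeq2, the tool the paper's methods name, all 3 numbers differ from the paper's by these limits, at 2205 genes (1238 higher, 967 lower) with an adjusted p under 0.05, 4191 genes (2215 higher, 1976 lower) with an unadjusted p under 0.05 and 549 genes (502 higher, 47 lower) with an adjusted p under 0.05 and an absolute log2 fold change of at least 1.

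The paper lists Gstm5 among the genes upregulated in n-3 splenic DCs. Its log2 fold change was 1.20, with an adjusted p of 0.058 (edgeR, Benjamini-Hochberg). It was called with DESeq2 (adjusted p = 0.0094), with DESeq2 and an absolute log2 fold change of at least 1, with at least 10 counts in every library (0.0496), with hemoglobin and immunoglobulin genes removed (0.0494), with both cell types in 1 edgeR fit (0.00722), without n-3 replicate 3 (0.0438), without n-3 replicate 5 (0.0445), at an unadjusted p under 0.05 with edgeR or DESeq2, and when adjusted over the 13 named genes alone. Over the alternatives without a covariate its Benjamini-Hochberg adjusted p ranged from 0.00722 to 0.221.

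The paper states that expression of Slc7a8 is increased in n-3 splenic DCs. Its log2 fold change was 0.64, with an adjusted p of 0.078 (edgeR, Benjamini-Hochberg). It was called with both cell types in 1 edgeR fit (adjusted p = 0.0115), without n-3 replicate 3 (0.0473), at an unadjusted p under 0.05 with edgeR or DESeq2, and when adjusted over the 4 named transporter genes alone, with a range from 0.0115 to 0.211 over the alternatives without a covariate. The paper also states that genes of other cystine, cysteine, glycine or methionine transporters are unaltered. In a list of amino acid transporters written by hand, which is not the paper's, Slc38a1 and Slc38a2 were lower in n-3 splenic DCs (log2 fold change -0.23 and -0.24; edgeR, Benjamini-Hochberg adjusted p = 0.006 and 0.043).

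The paper states from Ingenuity Pathway Analysis that lipid peroxidation, lipid storage and cell death programs are inhibited and antigen presentation is enriched in n-3 splenic DCs. That analysis was not repeated here, and the lists of genes behind the scores were written by hand and are not its gene sets. The lists of lipid peroxidation and ferroptosis, of lipid storage and of apoptosis hold genes that promote and genes that restrain the process, so that the direction of a score is not that of the process. The lipid peroxidation and ferroptosis score was higher by 0.36 and the lipid storage score by 0.37 in n-3 splenic DCs (exact permutation test, Benjamini-Hochberg adjusted p = 0.0159 and 0.0159). The antigen presentation score differed by -0.020 and the apoptosis score by -0.032 (exact permutation test, Benjamini-Hochberg adjusted p = 0.532 and 0.385), with 2 antigen presentation genes called higher and 5 lower. The costimulation score differed by -0.485, whereas the paper reports higher surface levels of costimulatory proteins on n-3 splenic DC subsets by flow cytometry. That sets RNA of all sorted cDCs beside protein of subsets kept with vehicle or LPS. The paper names Notch1, Irf2bp2 and Wnt3a among inhibited regulators, a prediction from their targets. Of these, Notch1 and Irf2bp2 were expressed and were not called by their mRNA (edgeR, Benjamini-Hochberg adjusted p = 0.4 and 0.62).

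For BMDCs the paper states that programs of cell death, lipid accumulation and apoptosis are suppressed on the n-3 diet. The apoptosis score was higher by 0.032 and the lipid storage score by 0.12 in n-3 BMDCs (exact permutation test, Benjamini-Hochberg adjusted p = 0.0567 and 0.0397), and the apoptosis score fell by 0.021 with library totals in place of TMM, which lower the median log2 fold change of all BMDC genes to -0.055, so that this fall is not specific to apoptosis genes. The paper states that the changes in BMDCs mirror those of splenic DCs. Of the 121 genes called in both, 61 changed in the same direction and 60 in opposite directions. The log2 fold changes had a Pearson r of 0.0727 across 12377 genes, which are not independent replicates. Ptgs2 and the costimulation score were lower in n-3 splenic DCs (-1.92 and -0.49) and higher in n-3 BMDCs (0.45 and 0.25). The Nrf2 target score was higher on the n-3 diet in both, by 0.47 in splenic DCs and 0.16 in BMDCs.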

Other observations

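Of the tests named here, the relations within diets, the reorderings of the scores, the random lists, the tests of drift, library totals, gene length and GC content, the splits for the named genes, the named transporters, the genes called in both cell types and the interaction, and the counts among splits that part all same-numbered pairs were chosen only after results were seen. Without the reorderings, both covariate tests would have pointed to the mix of cells.

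A different mix of cells may explain the number of genes that differ between the diets in splenic DCs, since 0 genes were called with the red pulp macrophage score as a covariate. The score reordered within each diet left as few in 38 of 50 cases, so that the test cannot separate the mix of cells from the diet. More red pulp macrophages among the n-3 splenic DCs may explain the rise of the 13 named Nrf2 and glutathione genes, whose median log2 fold change went from 0.54 to 0.185 with the covariate. Reordered scores gave a median as low in 9 of 50 cases, and the effect of the diet and that of the mix of cells cannot be told apart. With the erythroid score the median was 0.184, as low in 1 of 50 reorderings. Within diets the mean of the 13 genes followed the red pulp macrophage score over 10 mice (Pearson r = 0.889, permutation p = 0.0114, Benjamini-Hochberg adjusted over 4 relations 0.0228; Spearman rho = 0.733, permutation p = 0.019, adjusted 0.0761). Without the 2 mice farthest from the median r was 0.695. Of 10000 random lists of 13 genes, 0.73% had an r as high, with a median of 0.211. The values are consistent with a number of red pulp macrophages that varies from mouse to mouse and carries these genes with it, and this explanation remains. The relation with the erythroid score (Pearson r = 0.902, permutation p = 0.0041, Benjamini-Hochberg adjusted 0.0164; Spearman rho = 0.661, permutation p = 0.0458) fell to r = 0.49 without the 2 farthest mice and rests on them.

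A different immediate-early response to cell isolation may explain the fall of Ptgs2. The score of 20 immediate-early genes was 8.06 ± 0.365 in n-6 and 7.34 ± 0.352 in n-3 splenic DCs (SD, n = 5; exact permutation test, Benjamini-Hochberg adjusted p = 0.051). All 20 genes had a negative log2 fold change, and 14 were called lower and 0 higher (edgeR, Benjamini-Hochberg), or 16 lower over the list alone. Within diets Ptgs2 and this score had a Pearson r of 0.646 over 10 mice (permutation p = 0.0463, Benjamini-Hochberg adjusted 0.0618), a Spearman rho of 0.612 (permutation p = 0.0735, adjusted 0.098) and an r of 0.64 without the 2 farthest mice. The relation missed the threshold after adjustment, and the fall of Ptgs2 cannot be told apart from this explanation. For the costimulation score and the immediate-early score r was 0.185 (permutation p = 0.612) and rho 0.188 (permutation p = 0.622).

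A drift along the order of the libraries was tested across genes, which are not independent replicates, by the correlation of the change per replicate number within diets with the diet effect. It was 0.148 in splenic DCs (permutation of the orders within diets, p = 0.519), and 0.415 in BMDCs (p = 0.0156 by the exact permutation of 14400 orders). A drift may therefore explain part of the differences in BMDCs, and remains as an explanation there. No difference in library totals between the diets was detected (exact permutation test, p = 0.238 in splenic DCs and 0.437 in BMDCs). The correlation of gene length with the diet effect lay as far from 0 in 44 of 126 splits in splenic DCs and in 123 in BMDCs, and that of GC content in 29 and 16, so that neither bias stood out.

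Other splits of the 10 libraries of a cell type into 5 and 5, the real split included, gave as many genes called in 1 of 100 splits in splenic DCs and 1 of 100 in BMDCs. As many of the 13 named genes were called in 1 direction in 1 of 100 splits, and as many of the named transporters in 1 of 100. The paper picked both lists from the real split, so that these shares favor that split and do not test it. Splits of the BMDC libraries gave a correlation with the spleen diet effects as far from 0 as 0.0727 in 16 of 100 cases, with a range from -0.0675 to 0.103, so that the correlation did not stand out from other splits, and as many genes called in both cell types in 1 of 100. Splits of both cell types gave as many genes with an interaction in 1 of 60. Only 16 splits part all 5 same-numbered pairs as the real one does, and the others leave some pairs on the same side. Among those 16 the numbers were 1 for genes called in splenic DCs, 1 for the named genes, 1 for the named transporters, 1 for genes called in BMDCs, 4 for the correlation, 1 for genes called in both and 1 for the interaction, and with so few splits no share can fall under 0.05.

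Marker scores of splenic DCs that did not pass the threshold (exact permutation test, Benjamini-Hochberg adjusted p, log2 difference of n-3 from n-6) were B cell (0.80, adjusted p 0.0595), cDC1 (-0.0047, adjusted p 0.937), cDC2 (-0.13, adjusted p 0.238), plasmacytoid DC (0.11, adjusted p 0.495), plasma cell (0.68, adjusted p 0.172), neutrophil (0.66, adjusted p 0.495), T cell (0.21, adjusted p 0.495) and proliferation (-0.023, adjusted p 0.901). In BMDCs 0 of 14 marker scores passed it, and 5 had an unadjusted p under 0.05 by the exact permutation test, with the smallest adjusted p-values, 0.0556 each, for the proliferation (-0.28) and red pulp macrophage (0.24) scores.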
